# The Aquatic Invertebrate *Hydra vulgaris* Releases Molecular Messages Through Extracellular Vesicles

**DOI:** 10.3389/fcell.2021.788117

**Published:** 2021-12-20

**Authors:** Maria Moros, Eugenio Fergola, Valentina Marchesano, Margherita Mutarelli, Giuseppina Tommasini, Beata Miedziak, Giuliana Palumbo, Alfredo Ambrosone, Angela Tino, Claudia Tortiglione

**Keywords:** extracellular vesicles, cell-cell communication, exosome, RNA-seq, *Hydra vulgaris*, aquatic invertebrate model

## Abstract

Recent body of evidence demonstrates that extracellular vesicles (EVs) represent the first language of cell-cell communication emerged during evolution. In aquatic environments, transferring signals between cells by EVs offers protection against degradation, allowing delivering of chemical information in high local concentrations to the target cells. The packaging of multiple signals, including those of hydrophobic nature, ensures target cells to receive the same EV-conveyed messages, and the coordination of a variety of physiological processes across cells of a single organisms, or at the population level, i.e., mediating the population’s response to changing environmental conditions. Here, we purified EVs from the medium of the freshwater invertebrate *Hydra vulgaris*, and the molecular profiling by proteomic and transcriptomic analyses revealed multiple markers of the exosome EV subtype, from structural proteins to stress induced messages promoting cell survival. Moreover, positive and negative regulators of the Wnt/β-catenin signaling pathway, the major developmental pathway acting in body axial patterning, were identified. Functional analysis on amputated polyps revealed EV ability to modulate both head and foot regeneration, suggesting bioactivity of the EV cargo and opening new perspectives on the mechanisms of developmental signalling. Our results open the path to unravel EV biogenesis and function in all cnidarian species, tracing back the origin of the cell-cell, cross-species or cross-kingdom communication in aquatic ecosystems.

## Introduction

Cell-cell communication is a mandatory condition for all the multicellular organisms as we know them; the possibility to exchange multiple and different signals between cells, at great distances or even between different organisms, supports the organism homeostasis and allows interacting with the surrounding environment. Intercellular cross-talk is achieved by various means, with the most straightforward one being the direct contact between communicating cells, also known as the juxtacrine signalling. Gap junctions are a well-known example of this form of communication and their functional characterization has been widely documented both in vertebrates and invertebrates (Takaku et al., 2014; Misu et al., 2016; Zong et al., 2016). Conversely, paracrine or endocrine signalling, namely the release and subsequent uptake of signalling factors, does not require a direct contact between donor and recipient cells, allowing for short- and long-distance intercellular communication. In addition to communication routes based on the secretion of soluble molecules in the extracellular space, the discovery of signalling factors embedded in bilayer lipid membrane structures, termed extracellular vesicles (EVs), has gradually expanded our view on how cellular cross-talk works. Despite the lack of general consensus about their classification and nomenclature (Thery et al., 2018) EVs are broadly divided into three main categories: apoptotic bodies, microvesicles and exosomes, mainly based on their different diameter and biogenesis route (Kalra et al., 2012; Veziroglu and Mias, 2020). First discovered in sheep reticulocyte cultures (Pan and Johnstone, 1983)^,^ (Harding et al., 1984) (Johnstone et al., 1987), exosomes are spheroidal nano-sized vesicles (30–150 nm) which originate during early-to-late endosome maturation. Multiple events of inward budding along the endosome membrane selectively gather proteins and nucleic acids from the cytosol into intraluminal vesicles (ILV). The late endosome is henceforth termed multivesicular body (MVB) and its fusion with the cell plasma membrane releases these vesicles into the extracellular space (Colombo et al., 2014; Kalluri and Lebleu, 2020; Skryabin et al., 2020). The protein content of exosomes partly reflects the biogenesis and maturation pathways that these vesicles undertake; consequently, specific proteins can be used as biochemical markers in order to confirm the presence of such vesicles in the isolated fractions. A fair number of tetraspanin transmembrane proteins, such as CD9, CD63 and CD81, are enriched in exosomes, reflecting the spatial reorganization that endosomal proteins go through before the formation of the MVB (Kowal et al., 2016; Anand et al., 2019). Similarly, lysosomal-associated membrane proteins LAMP1 and LAMP2 are late endosomal markers and can usually be found in exosomes (Colombo et al., 2014). However, different populations of exosomes may have distinct molecular signatures (Kowal et al., 2016; Juan and Furthauer, 2018). In fact, one fascinating feature of this type of EVs is that their content, comprising proteins, lipids and nucleic acids, is determined not only by the cell type they originate from, but also by the physiological state of the organism, resulting in major differences of these vesicles and their cargo in terms of quantity and quality (Ludwig et al., 2019). Such diversity is in agreement with the many processes exosomes have been implicated into, such as parasitic host-pathogen interaction (Coakley et al., 2015), viral infection, immune response, cardiovascular diseases, central nervous system disease, and cancer progression, shuttling into the receiving cells nucleic acids, metabolites, lipid and proteins (Kalluri and Lebleu, 2020). Of particular interest in cancer biology is their role in the “education” of distant cells in order to create a pre-metastatic niche, thus promoting metastasis (Peinado et al., 2012; Ghajar et al., 2013; Peinado et al., 2017). The intrinsic properties of exosomes in regulating complex intracellular pathways offer a new paradigm for their application as disease biomarkers, or as nanocarriers of therapeutic agents in cell-free therapies (Lu and Huang, 2020).

The wide portfolio of possible applications makes even more appealing the evolutionary study of EVs in model organisms, to increase our understanding in how they work and how they exert their functions in different contexts and environments. For instance, exosomes derived from *Drosophila melanogaster* have been identified as partly responsible for the establishment of Hedgehog (HH) and Wingless morphogenic gradients during the wing imaginal disc development (Gross et al., 2012; Gradilla et al., 2014). In *Caenorhabditis elegans* HH-related proteins are released on apical exosomes in a MVB-dependent manner involving V0-ATPase and P-4 ATPase activities (Liegeois et al., 2006; Wehman et al., 2011). However, very little is known about the role of EVs in aquatic environment. By virtue of their ability to transport abundant biological signals, to protect them from the highly heterogeneous and possibly damaging environment, and to increase the local concentration of one or more co-acting biomolecules that reach the target cells, EVs can have a profound impact on aquatic community structure and trophic level-interactions (Schatz and Vardi, 2018), providing important clues on interspecies and interkingdom relationships. Due to the conservation of key physiological mechanisms throughout the animal kingdom, evolutionary approaches to understanding EV biogenesis and bioactivity may profoundly impact on both fundamental and applied biology in vertebrates.

In this paper we report for the first time the presence of EVs in the freshwater cnidarian polyp *Hydra vulgaris* and characterized main morphological, biochemical and functional features. Classically used as a model organism in developmental biology, the structural simplicity of the *Hydra* body offers many advantages for a variety of investigations, from environmental ecotoxicology to nanobiotechnology, allowing to study the impact of exogenous nanostructured compounds (Quinn et al., 2012; Ambrosone et al., 2017; Tortiglione et al., 2017; Allocca et al., 2019) together with intracellular biotransformations and molecular responses (Veronesi et al., 2019; Moros et al., 2020a; Moros et al., 2020b) at animal, cell and molecular levels. The body wall is organized as a hollow tube, with an apical mouth opening surrounded by a ring of tentacles and a foot to anchor to a substrate. It is structured as a bilayer of epithelia, an ectoderm with epitheliomuscular cells facing the outer medium and an inner endoderm with all cells facing the body cavity, separated by an acellular mesoglea (Figures 1A,B). This tissue-like organization, with no organs and body fluids, is maintained by the continuous cell self-renewal and differentiation of three distinct stem cell lineages of endoderm, ectoderm, and interstitial stem cells, giving rise to a few differentiated cell type, i.e., neurons, gland cells, nematocytes and gametes (Bosch, 2009; Hobmayer et al., 2012). The plasticity and remodelling capacity of the body reaches the highest expression during the regeneration process (Steele, 2002; Bode, 2003; Bosch, 2009; Vogg et al., 2019b). Indeed, the ability to regrow the whole body from tissue pieces or even cell aggregates has made Hydra a one-of-a-kind platform to study regeneration processes and to shed some light on why some organisms have partially lost this ability (Li et al., 2015). The Wnt/βcatenin signalling pathway represents the major developmental pathway acting in adult *Hydra* to maintain the oro-aboral axis, and it is reactivated during injury and throughout the regeneration to rebuild missing structures from amputated polyps (Hobmayer et al., 2000; Chera et al., 2009b; Lengfeld et al., 2009). Functional and transcriptomic evidences have recently showed the early activation of the Wnt/βcatenin signalling pathway as part of a generic transcriptional response to injury, which initiates an oral patterning cascade independent from the tissue context (Petersen et al., 2015; Cazet et al., 2021). The outcome of this activation appears regulated by long range signals generated by tissue organizers located at both animal poles (Bode, 2009; Petersen et al., 2015; Gufler et al., 2018; Wenger et al., 2019; Cazet et al., 2021), whose existence was proposed 40 years ago, by means of classical tissue manipulation techniques (Macwilliams, 1983). To date, in *Hydra*, no vehicles have been isolated for lipid-modified and poorly soluble signalling molecules. The EV function in developmental signalling, promoting the release and spread of canonical ligands and/or mediating the transfer of a variety of biologically active molecules from one cell to another is well documented (Gross et al., 2012; Zhang and Wrana, 2014; Mcgough and Vincent, 2016). This prompted us to search for similar EV mediated signalling mechanisms also in *Hydra*, and to shed light on the early evolution of signalling mechanisms in metazoans. We developed a strategy for EV purification from the polyp culture medium, characterized their morphology and their molecular content at protein and RNA levels, and provide evidence on the bioactivity of their cargo. The shuttling of EV messages in target cells shows that this mechanism of cell-cell communication evolved early in animal evolution and may mediate not only physiological processes but also cross-species or cross-kingdom communication in aquatic ecosystems.

**FIGURE 1:**
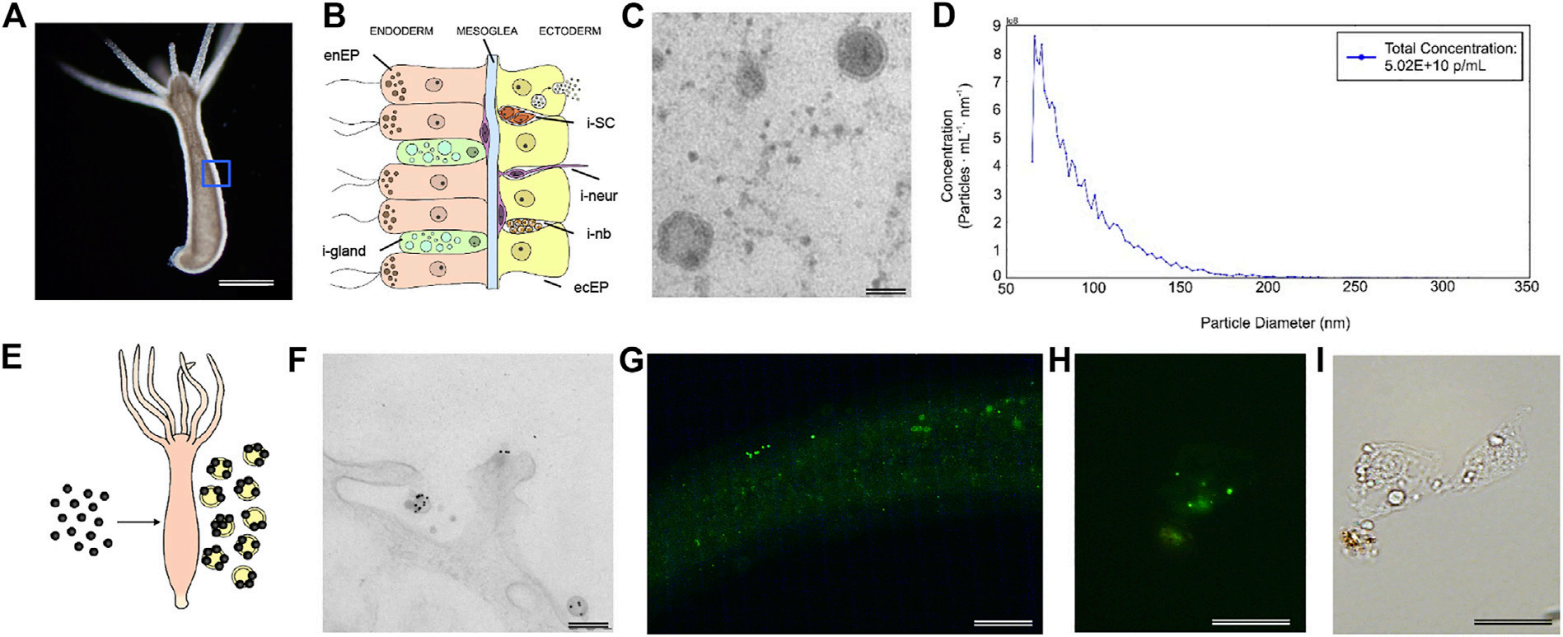
Morphological characterization of *Hydra* EV. **(A)** Dark-field image of a living *Hydra vulgaris* showing the simple body plan and **(B)** a schematic representation of the diploblastic tissue organization in a cross-section view. Epitheliomuscular cells (ecEP, yellow) face the outer medium and the inner cavity (enEP, pink). Interstitial stem cells (iSC, orange) lay interspersed into the ectoderm giving rise to a few differentiated cell types such as nematoblasts (i-nb), neurons (i-neur) and gland cells (i-gland). EV release into the medium is shown for a single ectodermal cell. **(C)** TEM image of isolated vesicles exhibiting round morphology and a bilayered membrane. Scale bar, 50 nm. **(D)** MRPS measurements show the distribution of the EV size, presenting two major peaks at 66 and 70.5 nm (using a TS-400 cartridge). **(E)** Schematic illustration of *in vivo* assembling of AuNP decorated EVs, by treatment of *Hydra* with AuNPs. **(F)** TEM analysis 48 h post treatment shows AuNPs on the surface of EVs. Scale bar 200 nm. **(G)** PKH67 labelled-EVs were incubated 2 h with living *Hydra*. The picture shows the body column with green fluorescent granular signals, clearly detectable also on fixed single cells **(H)** obtained by maceration of treated polyps. **(I)** Bright field image of the same cell. Scale bar 200 μm in **(G)**, 20 μm in **(H,I)**.

## Materials and Methods

### Animal Culture

*H. vulgaris* (strain Zurich) was asexually cultured in Hydra medium (HM: 1 mM CaCl_2_ and 0.1 mM NaHCO_3_) at pH 7. The animals were kept at 18 ± 1°C and fed thrice a week with freshly hatched *Artemia salina* nauplii.

### Collection of Extracellular Vesicles

For EV collection, 250 polyps were placed in 10 ml of HM in 6 cm Petri dishes. After 4 days starvation, Hydra conditioned medium was collected and centrifuged using a Beckman Coulter Avanti J-25 centrifuge (rotor JA-25.15) at 10,000 g for 30 min to remove tissue patches and at 20,000 g for 30 min to pellet any cellular debris. The resulting supernatant was then centrifuged at 74,200 g for 150 min at 4°C and the pelleted EVs were washed in HM followed by one last centrifugation. Pelleted EVs were resuspended in either PBS or Hydra medium.

### Transmission Electron Microscopy

EVs were visualized using TEM following a slightly modified protocol to that reported by Thery et al. (2006). Briefly, EVs were fixed with an equal volume of 4% paraformaldehyde and deposited onto a Formvar-carbon coated electron microscopy grid. Once dried, the grids were washed with PBS, fixed with 1% glutaraldehyde for 5 min and washed with distilled water 8 times. The samples were stained with 1% ammonium molybdate for 2 min, dried and observed using a FEI Tecnai 12,120 kV or JEOL United States, Inc., United States) at 80 kV. *Hydra* polyps were dissected into appropriate pieces to fit into cup-shaped HPF specimen carriers. Tissue pieces were pipetted into a 0.2- or 0.3-mm deep carrier and covered with an additional carrier. Finally, the obtained sandwiches were cryo-immobilized by HPF. Frozen sandwiches were transferred into appropriate containers for storage in Liquid N_2_ for later use or subjected to freeze substitution (FS). The frozen samples were transferred under liquid N_2_ into cryo-vials containing frozen FS cocktails (anhydrous acetone plus 1% OsO_4_ and 0.1–0.2% uranyl acetate). Subsequently, the lids were screwed loosely onto the vials to permit safe evaporation of excess N_2_ gas. The vials were placed into the precooled FS device and after about 1 h the lids tightened and FS was performed for at least 8 h at −80 to −90°C; warming up to −55°C at a rate of 5–10°C per hour, subsequent post-fixation and staining at −55°C for 6 h, followed by warming up to −30°C at a rate of 5–10°C per hour where samples were left for an additional 3 h. Finally, samples were washed three times with acetone (10 min each), 16 h in 10% epoxy resin in acetone, 6 h in 30% epoxy resin in acetone, 16 h 70% epoxy resin in acetone, 6 h 100% epoxy resin in acetone, 16 h 100% epoxy resin in acetone. Then the samples were placed in fresh resin and placed in oven at 60°C overnight.

Sample serial thin (70 nm) section of animals were cut with a diamond knife and mounted onto 150–200 mesh Hex grids. Ultrathin sections were examined with transmission EM Libra 120 EFTEM (Zeiss, Oberkochen, Germany) at 80 eV.

### EV Sizing and Counting

Microfluidic Resistive Pulse Sensing (MRPS) (Cimorelli et al., 2021): measurements of isolated extracellular vesicle size and concentration were performed using the nCS1™ instrument (Spectradyne LLC, United States), which is based on the microfluidic resistive pulse sensing technology. EVs isolated from 250 polyps and resuspended in Hydra medium were diluted in equal volume with Tween/PBS buffer in order to meet the instrument requirements regarding medium conductivity. EV samples were analysed with TS-400 and TS-300 cartridges (measurement range 60–400 nm and 50–300 nm, respectively).

Dynamic light scattering (DLS) was performed with a Malvern Zetasizer using EVs diluted in PBS at pH 7.4. Three runs were made at 25°C and at 90°scattering angle.

### Western Blot Analysis

Protein concentration was determined using a colorimetric assay based on the Bradford Assay (ThermoFisher) and samples were diluted with PBS to obtain equal protein concentration (EV and whole *Hydra* homogenates). Samples were mixed with 4x Laemmli Sample Buffer containing 2-mercaptoethanol (Biorad) and boiled for 5 min at 95°C. Proteins were resolved by SDS-PAGE (mini protean TGX precast any KDa gel (Biorad)), blotted onto PVDF membranes (Amersham) and blocked o/n at 4°C in 5% non-fat dry milk in PBS-T (0.5% Tween-20). Membranes were then incubated with the primary antibody for 2 h at room temperature, washed with PBS-T 0.1%, and incubated with goat anti-rabbit IgG Antibody, (H + L) HRP-conjugated secondary antibody (1:4,000, BioRad) for 1 h at room temperature. Finally, protein bands were detected using an enhanced chemiluminescence reagent (Clarity ECL Substrate (Biorad)) and imaged with ChemiDoc XRS *System* (BioRad) using Image Lab software (BioRad). Antibodies: rabbit anti-Hydra Annexin B12 1:1,000 (kindly gifted by Dr. M. Isas, Keck School of Medicine of USC Los Angeles, CA), mouse anti-β-Actin−Peroxidase (1:40,000, Sigma).

### EV Staining and Uptake

EVs obtained as described before were labelled with PKH67 Green Fluorescent Cell Linker (Sigma Aldrich) following manufacturer’s protocol, with minor modifications. Briefly, EVs obtained from 500 polyps in HM were added to 1 ml of diluent C. As a negative control, 1 ml of diluent C was mixed with the same volume of HM. Afterwards, 6 μL of PKH67 dye was added and mixed for 30 sec by gently pipetting. After 5 min incubation at room temperature, 2 ml of 10% BSA was added to quench the unbound dye. EVs were washed and isolated by ultracentrifugation as described before. *Hydra* were incubated with PKH67- labelled EVs and with the negative control up to 5 h, washed with HM and imaged under a fluorescence microscope (Zeiss).

### Regeneration Experiments

All the experiments were carried out using adult polyps starved for 24 h. For the head regeneration experiments, batches of 25 budless polyps were bisected at 80% body length (sub-hypostomal cut) or 50% body length (mid-gastric cut) and left regenerating for up to 72 h in presence of EVs isolated from 250 polyps (100 µL) in a total volume of 300 µL. The regeneration process was monitored at different time points using an optical microscope and polyps were grouped into four stages according to their tentacle morphogenetic features.

For the foot regeneration experiments, groups of 15 animals were bisected at 20% body length and transferred in HM containing EVs isolated from 250 polyps (100 µL) in a total volume of 300 µL. After 24 h, polyps were relaxed in 2% urethane in HM for 2 min and pre-fixed by adding 4% PFA/HM for 15 min. After removing the pre-fixation medium, animals were fixed for 1–3 h in 4% PFA/HM at 18°C and washed three times in PBS to remove any residual fixative. For the peroxidase assay, 2 ml of DAB solution was prepared according to the manufacturer’s instructions (Sigma-Aldrich tablets) and used for 15 min on the fixed animals. In order to stop the colorimetric reaction, the polyps were washed five times with ddH_2_O and then mounted with PBS/Glycerol 1:1 on microscope slides for imaging.

Stained animals were observed by an inverted microscope (Axiovert 100, Zeiss) and images of each foot were taken with a digital camera (Olympus, DP 70) under the same conditions of acquisition (light and exposure time). The colorimetric analysis was performed using the HSB format on the acquired images in the ImageJ software version 1.53e. Three staining categories were arbitrarily set according to DAB positive area extension as low (0–9,000 μm^2^), medium (9,000–19,000 μm^2^) and high (19,000–28,000 μm^2^).

### EV Pre-treatment With Proteinase and RNAse

Prior to total RNA extraction, EVs isolated by ultracentrifugation were enzymatically treated to eliminate the free RNA derived from the ribonucleoprotein complexes that could be present in the conditioned medium. Isolated vesicles were treated with 1 mg/ml of proteinase K for 30 min at 37°C. Afterward, the samples were incubated 10 min at 65°C to inactivate the proteinase K and then treated with 10 µg/ml of RNAse A for 15 min at 37°C.

### qRT-PCR Analysis

After treating polyps for 24 and 48 h with EVs isolated from 750 *Hydra*, total RNA was extracted from animals using Trizol or from EVs using Total RNA Extraction Kit (Norgen Biotek, Corp.) following manufacturer’s instructions and its concentration was determined using a SmartSpec plus spectrophotometer (Biorad). The first-strand cDNA was synthesized by High Capacity cDNA Reverse Transcription Kit (Applied Biosystem). qRT-PCR was performed using a Fast SYBR^TM^ Green Master Mix with premixed ROX (Applied Biosystems), in a StepOne Real-Time PCR System (Applied Biosystem) under the following fast cycling steps: initial denaturation for 20 s at 95°C, followed by 40 cycles at 95°C for 3 s, 60°C for 30 s. In addition, melting curves (20 min, from 59° to 90°C) were generated to check any undesired amplification products. *EF1α* was used as internal control.

In order to validate RNA-seq analysis, a presence/absence experiment of selected targets was performed using an EV sample isolated from 2000 polyps. Specific primers of *Hydra* genes *Wnt3a, β-catenin, actin and Hsp70* were designed using the Primer3 software (http://frodo.wi.mit.edu/primer3/) and are listed in Supplementary Table S3, together with the corresponding GenBank accession numbers. Due to the qualitative nature of the presence/absence analysis, no internal control was used for the amplification reaction. The presence of such transcripts in the EV sample was confirmed by their cDNA amplification compared to negative controls, where no amplification occurred. Additional analysis by generation of melting curves (from 60 to 95, 0.5°C increment) confirmed sequence specific amplification in EVs and the absence of amplification in No Template Control (NTC). Mean C_t_ values for each gene and its NTC are shown in Supplementary Table S2

### RNA Seq

EVs were collected at different times and stored at −80°C. Total RNA extraction was performed on EV samples collected from 10,000 polyps overall and in two replicates using “Total RNA Purification Kit” (Norgen Biotek Corp.) and following the manufacturer’s supplementary protocol for exosomal RNA purification, with one modification: the optional DNA removal step was carried out using RQ1 RNase-Free DNAse (Promega) at 0.1 U/mL. The two samples were sent to the Sequentia Biotech S.L. (Barcelona, Spain) company for quality check, cDNA library preparation using “Ovation® SoLo RNA-Seq Systems” (NuGEN Technologies, Inc.), and sequencing via a paired-end chemistry on an Illumina platform. After quality inspection of the produced reads with fastqc (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore), reads were cleaned to remove the first five bases of read1, the Illumina adapter sequence “AGATCGGAAGAGC” and the bases with quality below 20 from the 3′ end using the program TrimGalore! (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore); the cleaned reads shorter than 35 bp were removed from further analysis (9.3% of the produced read pairs). Trimmed reads were then aligned using the program STAR (version 2.7.1a)^78^ against the NCBI *Hydra vulgaris* reference genome (assembly Hydra_RP_1.0), while for gene expression quantification, trimmed reads were also aligned on the corresponding transcript sequences GCF_000004095.1_Hydra_RP_1.0_rna.fna.gz using the program kallisto (Dobin et al., 2013; Bray et al., 2016). Kallisto was also used to quantify genes using the reference transcriptome used in Siebert et al. (2019) in order to directly map the genes with the cell types where they were identified.

### Protein Identification by MALDI-TOF/TOF

To perform the MALDI-TOF/TOF EV samples were first run into a SDS-Page gel. EV total proteins were quantified using a Bradford assay, 4x Laemmli Sample Buffer with 2-mercaptoethanol (Biorad) was added, samples were heated to 95°C for 5 min and they were run in a mini protean TGX precast 7.5% gel (Biorad). The gel was silver stained following standard procedures.

In-gel digestion- Protein bands were manually excised with a cutter, and in-gel digested with an automatic digestor (Intavis, Bioanalytical Instruments, Cologne, Germany). Briefly, spots were washed with water, ammonium bicarbonate (100 mM), and acetonitrile. Next, samples were reduced by incubation with DTT (10 mM) at 60°C for 45 min and alkylated by incubation with iodoacetamide (50 mM) at room temperature for 30 min. Finally, proteins were digested with trypsin overnight at 37°C (5 ng/μL, Trypsin Gold, Promega, WI, United States). Digestion was stopped by adding 0.5% TFA (trifluoroacetic acid), and tryptic peptides were extracted sequentially with increasing concentrations of acetonitrile in water. Peptides were concentrated and desalted by passing it through ZipTip C18 tips (Millipore) following the manufacturer’s instructions and eluted with 50%ACN 0.1%TFA.

Peptides were spotted into an Opti-Tof 384 well insert plate (Sciex) with a saturated solution of alpha-cyano-4-hydroxycinnamic acid (CHCA) prepared in 50% ACN/0.1% TFA. Proteins were identified using a 4800plus MALDI-TOF/TOF (Sciex) in the reflector mode with accelerating voltage of 20 kV, mass range of 800–4000 Da and 1,000 shots/spectrum. MS/MS spectra were acquired automatically on the 20 most intense precursors. Spectra were calibrated externally using a standard protein mixture (4,700 Calmix, ABSciex).

### Protein Identification

Proteins were identified with the search engine Mascot (Matrix Science, London, United Kingdom) against the NCBI prot database of *Hydra* (29,584 sequences). Search parameters used were: missed cleavage 1, fixed modifications carbamidomethyl (cysteines), variable modifications oxidation (methionine) and peptide and fragment mass tolerance 0.2 and 0.3 Da, respectively. Proteins with a score above 23 were considered a positive hit.

### Protein Identification by LC-ESI-MS/MS

In solution digestion**-** Samples were evaporated and resuspended in 10 μL of denaturing buffer (6 M urea, 100 mM Tris buffer pH 7.8). Next, cysteines were reduced with 1.5 μL DTT (200 mM) for 30 min at 37°C and alkylated with 6 μL of iodoacetamide (200 mM) for 30 min in the dark. Unreacted iodoacetamide was consumed adding 6 μL of the reducing agent (200 mM DTT) for 30 min at room temperature. Samples were diluted with 50 mM ammonium bicarbonate to a final concentration less than 1 M of urea. Digestion was carried out overnight with the enzyme trypsin (Gold Trypsin, Promega) at 37°C and a 1:10 ratio (enzyme/protein). Reaction was stopped adding concentrated formic acid (Sigma). Samples were evaporated, resuspended in 2% acetonitrile, 0.1% formic acid and filtered through 0.45 μm filters. Protein identification was performed on a nano-LC system (Tempo MDLC, Eksigent, Dublin, CA, United States) coupled to a hybrid triple quadrupole/linear ion trap mass spectrometer (4000 QTRAP, Sciex). After precolumn desalting, tryptic digests (1 μg) were separated on a C18 column (Acclaim PepMap100, 75 μm id, 15 cm, 3 μm particle size, Thermo Scientific, United States) at a flow rate of 300 nL/min and a 120 min linear gradient from 5 to 35% ACN in 0.1% formic acid. The mass spectrometer was interfaced with a nanospray source equipped with uncoated fused silica emitter tip (20 μm inner diameter, 10 μm tip, NewObjective, Woburn, MA) and was operated in the positive ion mode. MS source parameters were as follows: capillary voltage 2800 V, source temperature 150°C, declustering potential (DP) 85 V, curtain and ion source gas (nitrogen) 20 psi, and collision gas (nitrogen) high. Analyses were performed using an information dependent acquisition (IDA) method with the following steps: single enhanced mass spectra (EMS, 400–1,400 m/z) from which the eight most intense peaks were subjected to an enhanced product ion [EPI (MS/MS)] scan. Proteins were identified with the search engine Mascot (v2.3 MatrixScience, United Kingdom) using NCBIprot database of *Hydra* (29,584 sequences). Search parameters used were: missed cleavages 1, fixed modifications carbamidomethyl (cysteines), variable modification oxidation (methionine) and peptide and fragment mass tolerance 0.5 and 0.3 Da, respectively. Only proteins with an overall Mascot score higher than 32 and at least two matching spectra were considered in the final list.

## Results

### *Hydra vulgaris* Releases Round-Shaped Extracellular Vesicles Into the Aquatic Environment

EVs were isolated from the medium of starved polyps by differential centrifugation, following a well-established protocol (C Thery et al., 2006), slightly modified. Pelleted EVs suspended in Phosphate buffered saline (PBS) where then characterized by Transmission Electron Microscopy (TEM). Figure 1C shows the round shape of isolated EV and the presence of double membrane around the electron dense vesicle (Supplementary Figure S1). By microfluidic resistive pulse sensing (MRPS) a yield of 5 × 10^10^ particles/mL was estimated from a typical preparation (250 polyps into 10 ml of medium), while the distribution of the particle size showed two peaks at 66 and 70.5 nm (Figure 1D and Supplementary Figure S1). A good correlation with these measurements was obtained through other approaches, such as Dynamic Light Scattering (DLS) analysis and TEM (Supplementary Figure S1), both confirming the average size of 66 nm, and suggesting an enrichment in exosome-like vesicles. The presence of EVs on *Hydra* ectodermal cell surface was previously supposed during an ultrastructural study describing several inward and outward mechanisms negotiating the entrance, trafficking, and clearance of gold nanoparticles in animal tissues (Marchesano et al., 2013). To confirm this evidence, *Hydra* polyps were pulsed (24 h) with positively charged AuNPs, synthesised as previously described (Marchesano et al., 2013) and 48 h later processed for TEM (Supplementary Figure S2). Semi-thin slices showed the presence of round nanovesicles decorated with AuNPs on the external membrane of ectodermal cells, laying into the glycocalix (Figures 1E,F), confirming *in vivo* assembly of AuNP-EV structures as part of the secretory route (Marchesano et al., 2013). This assembly demonstrates a strong interaction between EV membranes and positively charged AuNPs, likely due to electrostatic interaction.

The ability of EVs to be internalized into *Hydra* tissues was investigated by labelling freshly isolated EVs with PKH67 and incubating living polyps up to 5 h. Distinct green fluorescent signals were found on the body column and tentacles 2 h post incubation and in single cells obtained by maceration of treated polyps, indicating an efficient uptake of EVs into *Hydra* cells (Figures 1G–I; Supplementary Figure S3). These signals became hardly detectable after 5 h, possibly suggesting the processing of the EVs into the recipient cells.

### Hydra EVs Shuttle Typical Exosome-Associated Proteins and Key Components of Axial Patterning

Initially, a MALDI-TOF/TOF analysis performed on EV protein bands excised from an SDS-PAGE gel identified Annexin B12 and actin, whose presence was confirmed by immunoblot analyses (Supplementary Figure S4). Then a large scale EV isolation was achieved from 8,000 *Hydra*, and protein extracts were used for LC-ESI-MS/MS analysis and protein identification. The analysis from two biological replicates identified 52 proteins with a Mascot score >32 (Supplementary Table S1). Table 1 shows selected unique *Hydra* proteins grouped for function. Remarkably, 29 proteins were present also in the Exocarta protein database (http://www.exocarta.org/), suggesting the exosome–like nature of the isolated EVs. The exosome-specific proteins include two annexins, a synthenin1-like protein involved in the biogenesis of exosomes, a programmed cell death 6-interacting protein involved in the MVB formation and the CD151 antigen belonging to the Tetraspanin family. Among others, chaperones (Heat Shock Proteins), cytoskeletal proteins (Actin, Tubulin), extracellular matrix constituents (Fibrillin 1, Fibrillin 2), and important components of cell-cell adhesion (Protocadherin fat 4) and vesicle biogenesis (Synthenin, Programmed cell death 6-interacting protein, Polyubiquitin-B) were found. Altogether the variety of putative proteins identified in the *Hydra* EVs, either structural or involved in cell-cell communication and signal transduction, suggests multiple functional roles played by EVs in adult *Hydra*, and their correlation with known exosome proteomes.

**TABLE 1:** Name and putative function of selected proteins identified by ESI-MS/MS analysis.

Accession No.	Protein name	Putative function	Matched peaks	Matched peptide	Mascot score	ExoCarta
**Cytoskeletal proteins**						
CDG70628	Actin, cytoplasmic 1	Cytoskeleton component	18	16	235	Yes
XP_002161913	Tubulin beta chain	Cytoskeleton component	10	8	169	Yes
XP_004208788	Tubulin alpha-1D chain	Cytoskeleton component	5	4	41	Yes
**Extracellular matrix constituents**						
XP_012558692	Fibrillin-1	Microfibril assembly	11	10	125	Yes
XP_002166874	Fibrillin-2 isoform X1	Microfibril assembly	9	7	107	Yes
XP_002154154	Latent-transforming growth factor beta-binding protein 4-like	Extracellular matrix constituent	12	12	80	Yes
**Membrane proteins**						
NP_001296699	Annexin B12	Calcium-dependent membrane binding	7	4	100	No
XP_004212135	Protocadherin Fat 4, partial	Cell-cell adhesion	7	7	89	Yes
XP_004212674	Protocadherin Fat 1, partial	Cell-cell adhesion	17	17	71	Yes
XP_012553809	Annexin A4-like	Calcium-dependent membrane binding	14	13	61	Yes
XP_002165348	CD151 antigen	Exosome marker	5	5	56	Yes
XP_004211099	Usherin-like, partial	Integral component membrane	2	2	47	No
**Cell-cell communication and signal transduction**						
AAN87350	14-3-3 protein B	Growth adaptation to food supply	2	2	54	No
XP_002156827	Ras-like GTP-binding protein RHO	Signal transduction	2	2	52	Yes
AEW90237	Voltage-gated sodium channel Nav2.1, partial	Neuronal signaling in Hydra	15	15	34	No
XP_012554672	cAMP-dependent protein kinase type II regulatory subunit-like isoform X2	cAMP-mediated signaling pathway	5	4	42	Yes
XP_004209147	Cell division control protein 42 homolog	Small GTPase-mediated signal transduction	2	2	36	No
AAW82079	Thypedin	Foot formation stimulator	5	5	57	No
**Others**						
XP_002159321	Syntenin-1-like isoform X2	Biogenesis of exosomes	9	8	99	Yes
XP_002162060	Programmed cell death 6-interacting protein	Multivesicular body biogenesis	10	9	43	Yes
XP_002155023	Polyubiquitin-B	Vesicle cargo sorting	11	7	43	Yes
XP_002156816	Uncharacterized protein LOC100207118	Metalloproteinase with Thrombospondin motifs	5	5	130	—
CAJ33888	Putative serine protease inhibitor	Protective function against excessive autophagy	5	5	54	No

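Extracellular vesicles (EVs) are membrane-bound particles that cells release, and their RNA was collected here from the medium of starved *Hydra vulgaris* polyps of the strain Zurich. The data are 2 RNA-seq libraries of 1 condition, EV RNA, which are called library A (labelled 5000Hy) and library B here. The numbers in the labels of the libraries sum to more than the 10000 polyps overall that the methods give for both replicates, and the paper's text does not state the number of polyps behind each. RNA from whole polyps was not analysed here, so the values describe what was found in EVs and not an enrichment over the animal. The vesicles had been treated with proteinase K and RNase A before extraction, the libraries were made with the Ovation SoLo kit, and the trimmed reads were quantified by the authors with kallisto on the NCBI transcript sequences of *Hydra vulgaris*. Kallisto assigns each read to the transcripts it is compatible with and splits reads shared between transcripts, so an estimated count need not be whole. The deposited values are the estimated count and the TPM of each of 25314 targets per library, where a target is an mRNA, a non-coding RNA, a tRNA or another listed entry.

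The estimated counts summed to 5943550.5 in library A and to 3943873 in library B. At least part of a read was assigned to 12878 targets in the former and to 3542 in the latter. The 5 most abundant targets took 97.04% of the estimated counts in library A (95% Wilson interval 97.02 to 97.05) and 98.68% in library B (98.67 to 98.69). This left 176028 and 51977 estimated counts on the remaining targets. The smallest share that 3 counts can show is 5.05e-05% of library A and 7.61e-05% of library B. Such intervals and floors cover counting error only, since reads are not independent molecules. A chi-square test of the rounded counts of 1120 targets with at least 20 counts over both libraries gave 363171 on 1119 degrees of freedom, which shows only that the files are not one library listed again. The libraries were treated as 2 replicates because the paper describes them as biological replicates. With 2 replicates of 1 condition there is no group to test against, and each library's value is given beside the mean and SD. TPM values were used as deposited, with no target removed.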

A comprehensive transcriptomic analysis was performed on total RNA from purified EVs (from two biological replicates) generating two cDNA libraries and conducting pair-end next-generation sequencings. The sequenced reads were first aligned against the NCBI *Hydra vulgaris* reference genome (assembly Hydra_RP_1.0), where a percentage of 32 and 22% could be mapped. For gene expression quantification, the reads were also directly aligned using the program kallisto on the Hydra_RP_1.0 transcript sequences, where the total mapped reads on transcripts were 50 and 45% of the reads mapped on the genomic sequence. 

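Targets listed as non-coding RNA held 88.5% of the estimated counts in library A and 96.6% in library B. Targets listed as mRNA held 6.15% and 2.26%, and tRNA targets 0.00697% and 0.0102%, respectively. These shares include the 5 most abundant targets. Of the counts outside those 5, non-coding RNA held 9.77% in library A and 30.8% in library B, and mRNA 81.0% and 67.1%. A single mRNA target with fractional counts, LOC100208569, held 11819 of these 142638 mRNA counts in library A and 12586 of 34881 in library B. The most abundant target, LOC105849895, was at 457911 TPM in library A and 642270 TPM in library B. LOC105850674 followed with 328082 and 270738 TPM. The supplementary gene list gives neither of them a biotype or a description, and whether they are ribosomal RNA was not examined. The next were LOC105850649, described as a putative uncharacterized protein ART2, with 90191 and 41042 TPM, and LOC105849894, described as an uncharacterized protein, with 65742 and 16096 TPM. Both are listed as mRNA, and whether they are ribosomal RNA was not examined either. LOC105845613 reached 27888 and 6616 TPM, and the lncRNA LOC101236920 4509 and 8005 TPM. Together the 10 most abundant targets took 97.9% of TPM in library A and 99.0% in library B, a mean of 98.5%. This share moved most when ribosomal RNA and the 5 most abundant targets were left out and TPM rescaled, to 51.1%. Here and below, the ribosomal RNA left out is the target lsu-rRNA only.

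Across the 6412 targets at 0.4 TPM or more in at least 1 library, the log2(TPM + 0.1) values of the libraries had a Pearson r of 0.586 (95% interval across targets 0.570 to 0.602) and a Spearman rho of 0.330. Targets are not independent replicates, and no p-value was computed. The Pearson r moved most when it was limited to the 182 targets with at least 10 estimated counts in both libraries, to 0.886.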

The presence of a subset of transcripts was confirmed in EV-derived RNA by using reverse transcription polymerase chain reaction PCR (RT-PCR). The selection was based on manual screening of genes already identified in EVs and exosomes (*hsp70* and *actin*) *or* belonging to the Wnt/β−catenin signalling pathway (*β−catenin*, and *Wnt3*). We then used the minimum expression level in TPM (Transcripts Per Kilobase Million) of the validated genes to define an empirical detection threshold (0.4 TPM in at least one library). 

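*Wnt3* (NM_001287363.1) had 4 estimated counts in library A and 2 in library B, that is 0.452 and 0.359 TPM (mean 0.405 ± 0.0656 TPM, SD, n = 2 libraries). *β-catenin* (NM_001280851.1) had 38 estimated counts in library A and 2 in library B, with 1.84 and 0.153 TPM. *Actin* (LOC100202036, non-muscle 6.2) was far higher, with 1042 and 143 estimated counts and 114 and 24.9 TPM. The *hsp70* sequence of the RT-PCR is not used here. Taking the higher of the libraries for each of these 3 genes, the lowest level was the 0.452 TPM of *Wnt3*. This level moved most when ribosomal RNA and the 5 most abundant targets were left out and TPM rescaled, to 15.5 TPM. In library B both *Wnt3* and *β-catenin* were under 3 counts, and their difference there was not detectable at this depth.

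For an mRNA target of median effective length, 1029 bases in library A, 3 counts correspond to 0.417 TPM. In library B, with a median of 1027 bases, they correspond to 0.662 TPM. The threshold of 0.4 TPM therefore stands for 2.88 estimated counts on such a target in library A and for 1.81 in library B. From the lowest level among the genes amplified by RT-PCR, the paper derived the threshold that defines its list of EV transcripts.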

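At 0.4 TPM or more in at least 1 library, 6412 listed targets were detected, 6183 of them in library A and 1305 in library B. The targets comprised 5552 mRNAs, 563 non-coding RNAs, 253 tRNA copies, 14 mitochondrial targets and 30 other entries. They were counted as listed, since the deposited tables do not pair transcripts with genes. Leaving out ribosomal RNA and the 5 most abundant targets and rescaling TPM moved the number of detected targets to 12931, and requiring detection in both libraries moved it to 1076, the largest change as a ratio. With at least 3 estimated counts also required in the same library, 4971 targets remained above the threshold. Among the detected targets, 1440 (22.5%) had under 3 estimated counts in every library, and 182 had under 1.

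The targets detected in both libraries were 16.8% of all detected targets, while 5107 reached the threshold only in library A and 229 only in library B. To compare this overlap with sampling of reads, 100 pairs of libraries of the real totals were drawn from the pooled composition. The drawn pairs shared between 2992 and 3145 targets, with a median of 3049, so that the observed overlap was below every draw. The draws assume one composition for both libraries. The same was found at a threshold of 1 TPM, with 563 shared targets against 1301 to 1395 in the draws.

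**Figure D1:**
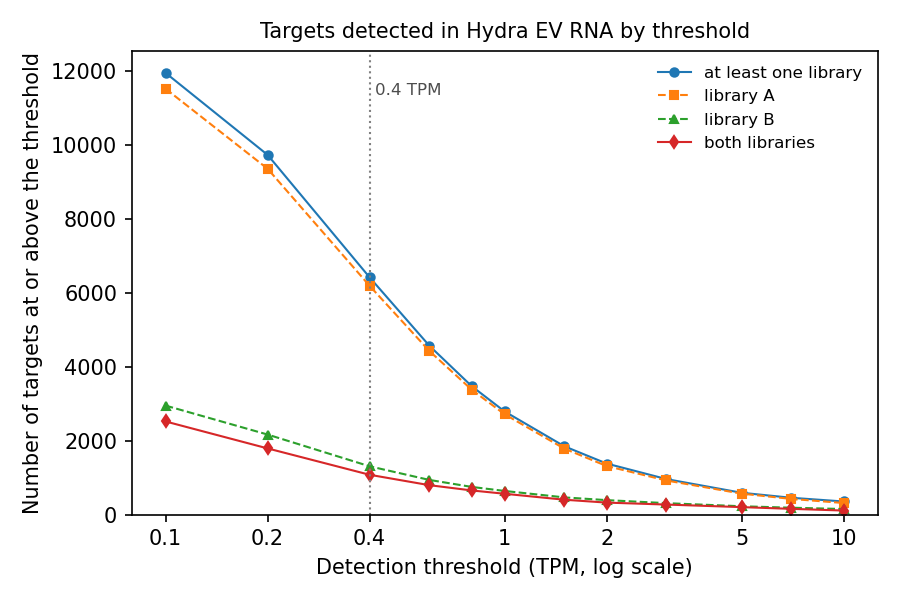
Number of targets at or above a detection threshold, plotted against the threshold in TPM on a log scale, for each library, for at least 1 library and for both libraries. At the dotted line, 0.4 TPM, the curves pass through 6183 targets (library A), 1305 (library B), 6412 (at least 1 library) and 1076 (both), and at 10 TPM through 313, 150, 354 and 109.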

Using this definition, we selected 6,100 detected genes, among which 5,499 were protein-coding, 525 long non-coding and 31 tRNA genes. The detected genes were functionally annotated with the known associated Gene Ontology (GO) terms using OrthoDB to highlight the most important biological processes encoded by EV mRNAs (Kriventseva et al., 2019). The full list of the GO categorized genes is provided in Supplementary file 1. 

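Transcripts of a gene described by its alcohol dehydrogenase domain and of sulfite oxidase stood among the most abundant named mRNAs of the EVs. LOC100205733, a zinc-binding alcohol dehydrogenase domain-containing protein 2-like gene, had 3728 estimated counts in library A and 871 in library B, with 396 and 147 TPM. It ranked 13 among all targets by mean TPM (271 ± 176 TPM, SD, n = 2). Sulfite oxidase (LOC100197383) ranked 23, with 1273 and 949 estimated counts and 93.1 and 110 TPM. Its estimated counts are fractional, so part of its reads was shared with other targets. The genes described as alcohol dehydrogenases themselves, in the part of the supplementary list used here, were much lower. LOC100208817 was at 1.61 and 1.46 TPM, and LOC100203380 at 2.43 TPM in library A and 0 in library B.

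The supplementary list holds genes above 0.4 TPM, and 1264 of them, starting with the most abundant, were used here. Less abundant members of this and the other gene groups can therefore be missing. The numbers of genes and the lowest levels are those of this part. It gave 10 cathepsin genes among the targets. Their mean TPM ranged from 1.45 to 7.41 and was highest for cathepsin L1 (LOC100206725), which had 104 estimated counts in library A and 6 in library B. Among the cathepsins, 4 had under 3 counts in library B. The 5 astacin-type metalloproteases had between 12 and 25 estimated counts in library A and at most 3 in library B, where 1 of them reached the threshold. The highest was LOC100214049 with a mean of 2.59 ± 3.67 TPM. The 3 antistasin genes reached 3.39 to 5.80 TPM in library A and 0.544 to 1.72 TPM in library B, on fractional counts. LOC100205733 was above all of these proteases and inhibitors in each library.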

Interestingly, this analysis revealed that the most abundant transcripts within the Molecular Functions GO category are related to catalytic activity (alcohol dehydrogenase, sulfite oxidase), proteases and proteinase inhibitors (cathepsin, several members of the astacin family, antistasin), hydrolase and transferase activity. Within the Cellular Component GO category the genes encoding for intracellular and cytoplasmic anatomical structures were highly abundant, such as actin, cophylin, α-tubulin chain, β tubulin chain, talin-2, secreted glycoproteins (mucin 2-like, mucin 5AC-like), and LAMP, a well-known exosome marker. 

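The second actin gene (LOC100206987) had 316 estimated counts in library A and 89 in library B, with 32.3 and 14.5 TPM. Cofilin-like LOC100198579 was at 37.4 and 5.59 TPM, on 96 and 9 estimated counts, and cofilin-like LOC100204492 at 2.00 and 0.456 TPM. The 4 α-tubulin genes reached between 6.58 and 33.2 TPM in library A and up to 6.59 TPM in library B. The highest, LOC100197513, and LOC100206745 and LOC100200835 have fractional counts, as shared reads were split between targets. Of the 2 β-tubulin genes, LOC100199191 was at 30.3 and 16.0 TPM (309 and 103 estimated counts) and LOC100214668 at 4.33 and 0.436 TPM. Talin-2 (LOC100207482) had 128 estimated counts in library A and 4 in library B. Its 2.34 TPM in the former were above the threshold, and its 0.116 TPM in the latter were not.

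The mucin-2-like gene with the highest level, LOC105850540, was at 69.0 and 5.55 TPM, and the other 3 had means between 1.60 and 11.8 TPM. The 3 genes for lysosome-associated membrane glycoprotein 1-like proteins (LAMP) had 34 to 81 estimated counts in library A and 5 to 12 in library B, and each was above 0.4 TPM in both. Their means ranged from 2.05 to 5.81 TPM. Every gene of this group was lower in library B than in library A, with TPM as deposited and after rescaling.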

The transcripts categorized into the Biological processes GO class included the classes of protein metabolism (tRNA synthase, eIF3, eIF4, eEF1α, tRNAs), signal transduction pathways (G-protein coupled receptors, Rho family, guanidine nuclear exchange factors, Wnt3, gremlin) and response to stress (Hsp70, Hsp90, Superoxide dismutase, Glutamate dehydrogenase, thioredoxin-like).

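Elongation factor 1-alpha (LOC100206683), summed over its 2 adjacent targets, had 948 estimated counts and 86.8 TPM in library A, and 64 counts and 9.47 TPM in library B, where reads were split between both targets. The 11 eIF3 subunit genes in the part of the supplementary list used here had means between 1.31 and 3.15 TPM. Of these, 6 were above 0.4 TPM in both libraries. The 7 eIF4 genes ranged from 1.19 to 7.10 TPM, the highest being eIF4A-II (LOC100211221) with 136 and 7 estimated counts. For 5 aminoacyl-tRNA ligases the means lay between 1.20 and 1.70 TPM, and 3 of them had under 3 counts in library B. The most abundant tRNA name, trnad-guc, had 760 TPM in library A and 1691 TPM in library B over its 22 copies, but these values rest on 101 and 139 estimated counts. A tRNA target has a median effective length of 19.6 bases in library A, where 1 count corresponds to 7.29 TPM. On an mRNA target of median length 1 count corresponds to 0.139 TPM.

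RhoA (LOC100204217) was at 7.34 and 1.30 TPM and Rho1 (LOC100200732) at 3.58 and 0.813 TPM. Gremlin (NM_001300998.1) had 2 estimated counts in library A and 1 in library B, with 0.737 and 0.587 TPM, so that its values lie under the floor of 3 counts in each. Receptors coupled to G-proteins and guanine nucleotide exchange factors are not analysed here. Among stress response genes, the Hsp70-type LOC100202286 was at 62.3 and 4.54 TPM, LOC100205911 at 48.0 and 6.28 TPM and LOC105844776 at 15.8 and 1.11 TPM. The Hsp90-type LOC101235897 had 21.3 and 1.31 TPM and LOC100199389 11.1 and 0.471 TPM. The counts of LOC100202286, LOC105844776 and both Hsp90-type genes are fractional. Superoxide dismutases LOC100200684 and LOC100209764 had 20 and 18 estimated counts in library A, and 2 and 4 in library B. Glutamate dehydrogenase (LOC100210563) had 103 and 2 estimated counts, or 7.65 and 0.236 TPM. Thioredoxin-like LOC100205970 reached 27.4 and 5.68 TPM (mean 16.6 ± 15.4 TPM, SD, n = 2).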

Beside transcripts identification, lncRNA species were detected from the RNA-seq analysis. 

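Among the targets listed as non-coding RNA, 549 were at 0.4 TPM or more in library A, 90 in library B and 76 in both. Of 168 such targets matched as single targets to the supplementary gene list, the list calls 159 lncRNA. Requiring at least 10 estimated counts in the same library moved the number detected in at least 1 library most, to 56. Of the detected non-coding targets, 349 (62.0%) had under 3 estimated counts in every library, compared with 890 (16.0%) of the mRNA targets.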

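In the order of the deposited targets, lncRNA LOC105848111 is listed directly before the mucin-5AC-like gene LOC105848110. The lncRNA had 94 estimated counts in library A and 3 in library B, that is 37.8 and 1.93 TPM. The mucin-5AC-like mRNA had 885 and 28 estimated counts, or 47.7 and 2.40 TPM, and its counts are fractional. Both transcripts were lower in library B by a similar amount, with log2 ratios of TPM + 0.1 of -4.23 for the lncRNA and -4.26 for the mRNA. Of 30 pairs of directly adjacent named targets that the annotation of the assembly HydraT2T_AEP places, 26 (86.7%) lie on 1 chromosome, against 7.97% of random pairs. The order of the listing is thus related to the genome. Sharing a chromosome in another assembly does not show that 2 targets are neighbours, so the position of the lncRNA beside the gene is not established here. Supplementary Table S1 lists an uncharacterized protein of another locus, LOC100198870, which the supplementary gene list describes as mucin-5AC-like and whose mRNA had 217 and 12 estimated counts and 20.5 and 1.80 TPM. No non-coding RNA target is listed directly beside that gene. The other 2 mucin-5AC-like genes, LOC100215810 and LOC100209512, had means of 1.35 and 1.33 TPM.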

In one case the lncRNA was mapped adjacent to the *mucin5AC* gene locus, detected both at mRNA and protein levels, suggesting the possibility that EVs may shuttle all molecular components for immediate and late availability of key information in target cells. The association of lncRNA with exosomes was first demonstrated by the analysis of human plasma-derived exosomes by RNA-seq (Huang et al., 2013), and has been recently functionally characterized and linked to disease, including a list of cancers, where they act *via* epigenetic regulation of key target genes. Their presence in *Hydra* EV might suggest a regulatory function in the receiving cells.

In order to map the EV cellular source in the animal body we used a recently-published single-cell RNA-seq (scRNA-seq) atlas (Siebert et al., 2019) to match *Hydra* EV-associated genes with molecular signatures of specific cell clusters, which were grouped according to cell lineage (ectodermal, endodermal and interstitial cell lineage), or anatomical location (head, body column and foot) (Figure 2). An alignment rate of 12% was obtained and 4,997 transcripts were detected, of which 2,975 were found in at least one cell type in the scRNA annotated on Swiss-prot (TPM 0.2 in at least one library, Supplementary file 2). A large percentage of transcripts (48%) was clustered as specific of the interstitial cell lineage, while those derived from the ectodermal (12.7%) and endodermal cell lineage (9.45%) were less abundant. By subclustering the EV transcripts according to unique cell type expression, using the same cell categories and differentiation trajectories identified in the scRNA-seq (Siebert et al., 2019), a remarkable contribute of basal disk cells, battery cells, neurons and nematoblasts emerged (Figures 2B,C). A detailed analysis subclustering EV transcripts into cell types of each cell lineage is shown in Supplementary Figure S5. Overall, this indicates the mixture of precise molecular information from multiple cell types in *Hydra* EVs. The list of the five top genes in each cell cluster is provided in Supplementary Table S4 and the list of the 10 top genes identified matching the scRNAseq is shown in Supplementary Table S5. Interestingly, many genes belonging to the Wnt/β catenin signalling pathway were identified (Table 2), including *Wnt3*, *β−catenin*, *naked cuticle* (Petersen et al., 2015) together with some inhibitors such as *dkk1/2/4* (Augustin et al., 2006; Guder et al., 2006), *astacin* (Ziegler et al., 2021), *thrombospondin* (Lommel et al., 2018), and *sp5* (Vogg et al., 2019a). 

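Of the 12 genes of Table 2, 5 were identified among the NCBI targets through the gene identifiers that the table gives, and the remaining 7 are not analysed here. *Dkk1/2/4* (LOC100192274, NM_001280833.1) had 9 estimated counts in library A and 2 in library B, with 5.92 and 2.12 TPM. The dickkopf-like gene *Dlp-1* (NM_001280836.1) had 5 estimated counts in each library, at 1.68 and 2.67 TPM (mean 2.18 ± 0.705 TPM, SD, n = 2). The astacin *HAS-7* (LOC100199630), which the supplementary gene list describes as a zinc metalloproteinase nas-4-like, had 12 estimated counts and 4.17 TPM in library A and 0 in library B. *Dkk1/2/4* had the highest mean of the 5 genes, 4.02 TPM, with an SD of 2.69 TPM between the libraries. It was above *HAS-7* in each library, and above *Dlp-1* in library A but not in library B, where it had under 3 counts. The median of the 5 means was 2.09 TPM. It moved most when ribosomal RNA and the 5 most abundant targets were left out and TPM rescaled, to 70.3 TPM. All these values are of NCBI targets. On the transcripts of the single-cell atlas, which the paper used for cell types, the paper's values give *dkk1/2/4* a mean of 50.4 TPM.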

Remarkably, *dkk1/2/4* and *astacin* were found among the most abundant transcripts specific of zymogen and granular mucous gland cell classes, strongly indicating their role in restricting the head organizer activity in the hypostome. 

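The EV transcriptome was compared with the 52 proteins of Supplementary Table S1 through their RefSeq protein accessions, which 41 of them have. For 29 of the 41 (70.7%) the gene was matched to a target and its transcript was at 0.4 TPM or more in at least 1 library. This is a lower bound, as only part of the supplementary gene list was used and 12 proteins were not matched. In 10000 random lists of 41 mRNA targets counted the same way, the median was 2 and the highest 9. The random lists were not matched on abundance, and the part of the list used here starts with the most abundant genes. A matched gene is above the threshold by construction, since the list holds detected genes. Detection in both libraries moved the number to 20, where the random lists reached at most 7. Annexin-B12 (LOC100203975) had 97 estimated counts in library A and 24 in library B, at 15.0 and 5.88 TPM. Annexin A4-like LOC100212701 had 179 and 34 estimated counts, at 14.5 and 4.38 TPM. Annexin-B12 was above annexin A4-like in each library, by less than either gene differed between the libraries.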

By comparing the EV transcriptome to the proteome many annotated proteins (found also on exosome proteomes) were identified also at transcript level (*actin, tubulin, annexinB12, hsp70*)*,* indicating the concomitant transfer of molecular information for immediate and programmed response in the target cells.

**FIGURE 2:**
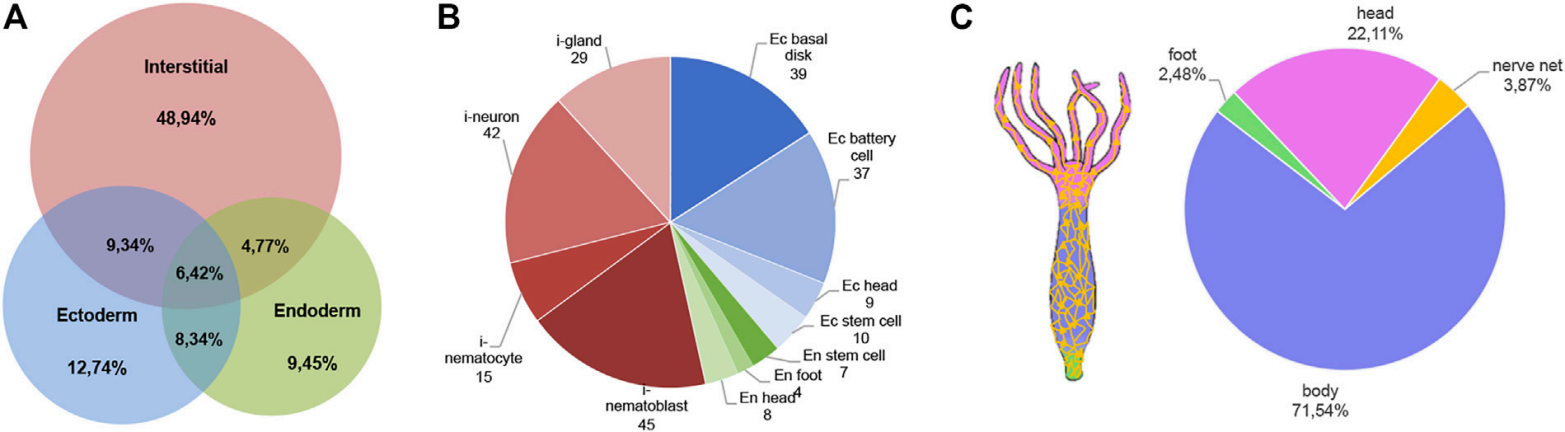
Molecular contribution of cell lineages to the *Hydra* EV transcriptome. **(A)** Venn Diagram showing cell lineage contribution to the EV transcriptome. The clusters of cells included into each cell lineage were identified by scRNA-seq analysis recently reported (Siebert et al., 2019) and are listed in Supplementary Figure S5. **(B)** Distribution of EV transcripts matching the scRNA-seq atlas, subclustered according to their unique presence in a specific cell type of ectoderm (blue tones), interstitial (red tones) and endodermal (green tone) cell lineage. Transcripts common to multiple cell lineages are not included. **(C)** Anatomical source of EV transcripts. The distribution shows EV transcripts derived from all body regions, including the nerve net.

**TABLE 2:** List of EV transcripts involved in the Wnt/β-catenin signalling pathway matching the scRNA-seq database.

	Genes involved in Wnt/β-catenin signaling pathway					
Gene id	Gene id (NCBI)	Gene name	Wnt modulator	Lineage	Cell type	Anatomical region
t8678aep	100,192,274	Dickkopf 1/2/4-A	Negative regulator	Interstitial	i_zimogen gland cell	Body
t14102aep	100,192,275	dickkopf-like protein Dlp-1	Negative regulator	Interstitial	i_zimogen gland cell	Body
t1688aep	100,192,284	β-catenin	Positive regulator	Ectoderm, Interstitial	Ec_battery cell, i_neuron/gland_cell_progenitor	Tentacle, Body
t29291aep	101,237,470	transcription factor Sp5-like	Negative regulator	Ectoderm, Endoderm	Ec_battery cell, En_head, En_tentacle	Head
t11826aep	100,199,257	Tcf	Positive regulator	Endoderm, Interstitial	En_head, i_neuron_ec	Head, Body
t34763aep	100,205,238	Naked cuticle	Negative regulator	Endoderm	En_head	Head
t13357aep	100,199,272	β-catenin-like protein 1	Positive regulator	Interstitial	i_female germline1, i_male germline, i_nb1, i_neuron/gland cell progenitor, i_SC, i_stem cell/progenitor	Body
t14194aep	100,203,050	Wnt3	Positive regulator	Endoderm	En_head	Head
t18735aep	100,213,948	FoxA/Budhead	Positive regulator	Interstitial	i_neuron/gland_cell_progenitor	Body
t31094aep	100,215,335	Foxd2-like		Endoderm	En_foot	Foot
t16296aep	100,199,630	HAS-7	Negative regulator	Interstitial	i_granular mucous gland cell, i_zymogen gland cell	Head, Body
t474aep	100,214,250	HmTSP	Negative regulator	Endoderm	En_tent-nem (pd), En_tentacle	Tentacle

### EVs Modulate Head and Foot Regeneration in *Hydra*

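The 5 identified genes of the pathway, *Wnt3*, *β-catenin*, *dkk1/2/4*, *Dlp-1* and *HAS-7*, were above the threshold in at least 1 library. *Wnt3* and *β-catenin* belong to the RT-PCR genes from which the paper defined the threshold. The other 3 were identified through the list of detected genes, and are above it by construction. By the role that Table 2 gives them, 2 are positive and 3 are negative regulators. In both libraries only the negative regulators *dkk1/2/4* and *Dlp-1* reached the threshold, and the log2 ratios of library B to library A were -1.44 and 0.64 on the log2(TPM + 0.1) scale. The ratio was -0.27 for *Wnt3*, -2.93 for *β-catenin* and -5.42 for *HAS-7*. With counts of 9 or fewer in each library for *Wnt3*, *dkk1/2/4* and *Dlp-1*, the data do not show whether positive or negative regulators were the more abundant.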

The finding in the EV transcriptome of both positive and negative regulators of the Wnt/β-catenin pathway (Figure 3A) prompted us to evaluate the EV bioactivity in receiving polyps. *Wnt3* gene transcript levels were shown upregulated in polyps treated with EVs, both at 24 and 48 h post treatment (Figure 3B), suggesting for the first time the involvement of *Hydra* EVs in the exogenous activation of Wnt signalling.

**FIGURE 3:**
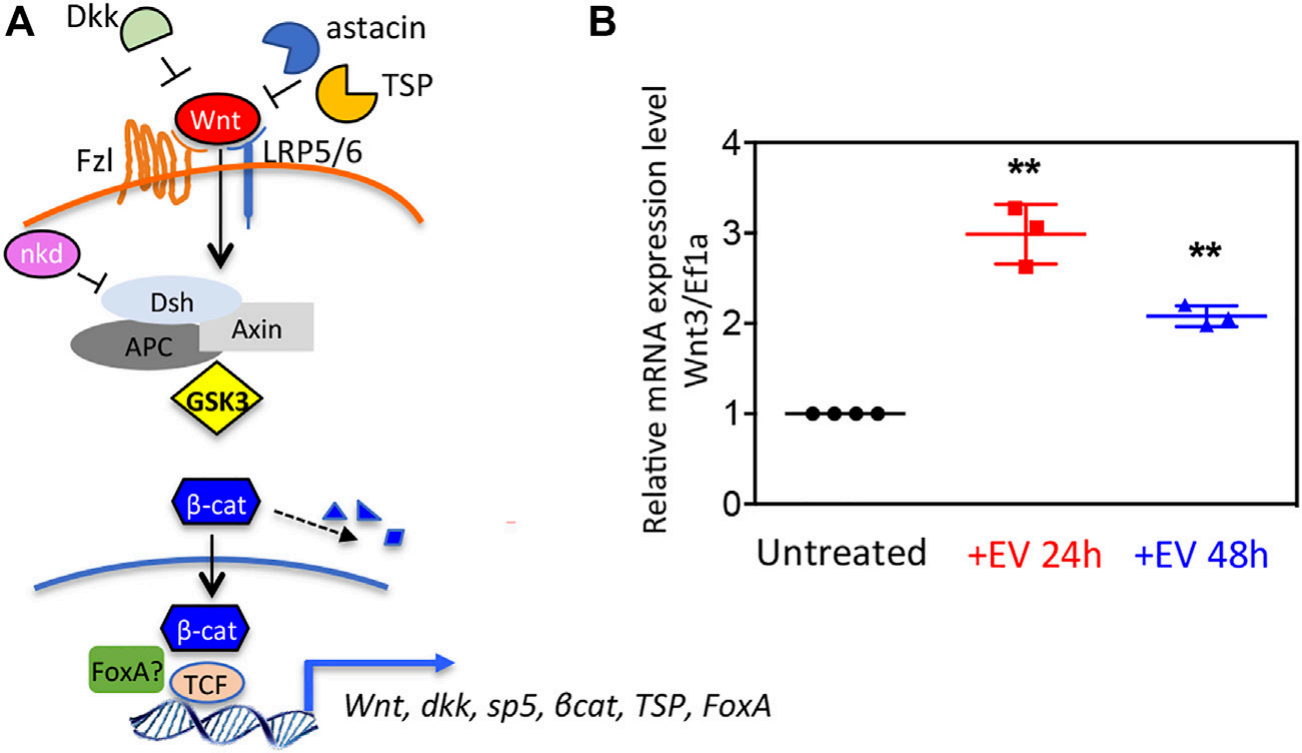
Wnt signaling activation via *Hydra* EV. **(A)** Schematic view of the canonical Wnt/β-catenin pathway at cellular level, in the activated state, showing extracellular and intracellular regulators identified in the *Hydra* EV transcriptome. **(B)** Relative mRNA expression levels of *Wnt3/Ef1*α. Whole polyps were treated for the indicated period with EVs freshly isolated from Hydra medium, then processed for RNA extraction and qRT-PCR. Data represent the average of three biological replicates (*n* = 60), each performed in triplicate and are presented as mean ±SD. Statistics was tested by two-sided unpaired t test. **p < 0.005 (*p* = 0.0015 for 24 h analysis and *p* = 0.0037 for 48 h analysis).

Next, the bioactivity of the EV molecular cargo was evaluated in the context of the regeneration process. Freshly prepared EVs were added to polyps amputated at midgastric level (50% of body column length), and the head regeneration efficiency was evaluated by morphometric analysis. Stumps of progressive developmental stage (stages 0, 1, 2 and 3) were monitored at regular intervals, starting at 24 h post amputation (p.a.) (Figure 4A). At each time point significant differences were observed in the distribution of developmental stages, with the EV-treated stumps always presenting more advanced stages compared to the controls (Figure 4B). Similar results were also obtained when the amputation was sub-hypostomal (80% of upper body length) (Supplementary Figure S6). These data indicate a clear enhancement effect played by EVs in the regeneration of the head, suggesting that the EV cargo may act as an exogenous source of molecular signals. The impact of EVs on the ability of the lower body cells to regenerate a new foot was evaluated by bisecting whole polyps at 20% of the body length (Figure 4C). The absence of distinctive morphological changes that characterize this process led us to use biochemical assays to monitor the differentiation of foot specific cells, based on the detection of peroxidase activity. This enzymatic activity is used as specific marker of basal disk cell differentiation, producing a strong signal at 36–48 h p.a. (Hoffmeister and Schaller, 1985). While control regenerates showed a clear peroxidase-positive basal disk at 36 h p.a., there was only a faint staining in the basal disk region at this time, indicating an inhibitory effect played by EVs on foot regeneration process. The observed modulation of the regeneration confirms the presence of important messages into the EVs, as detected by the transcriptome analysis, and suggest a possible regulatory role in *Hydra* biology.

**FIGURE 4:**
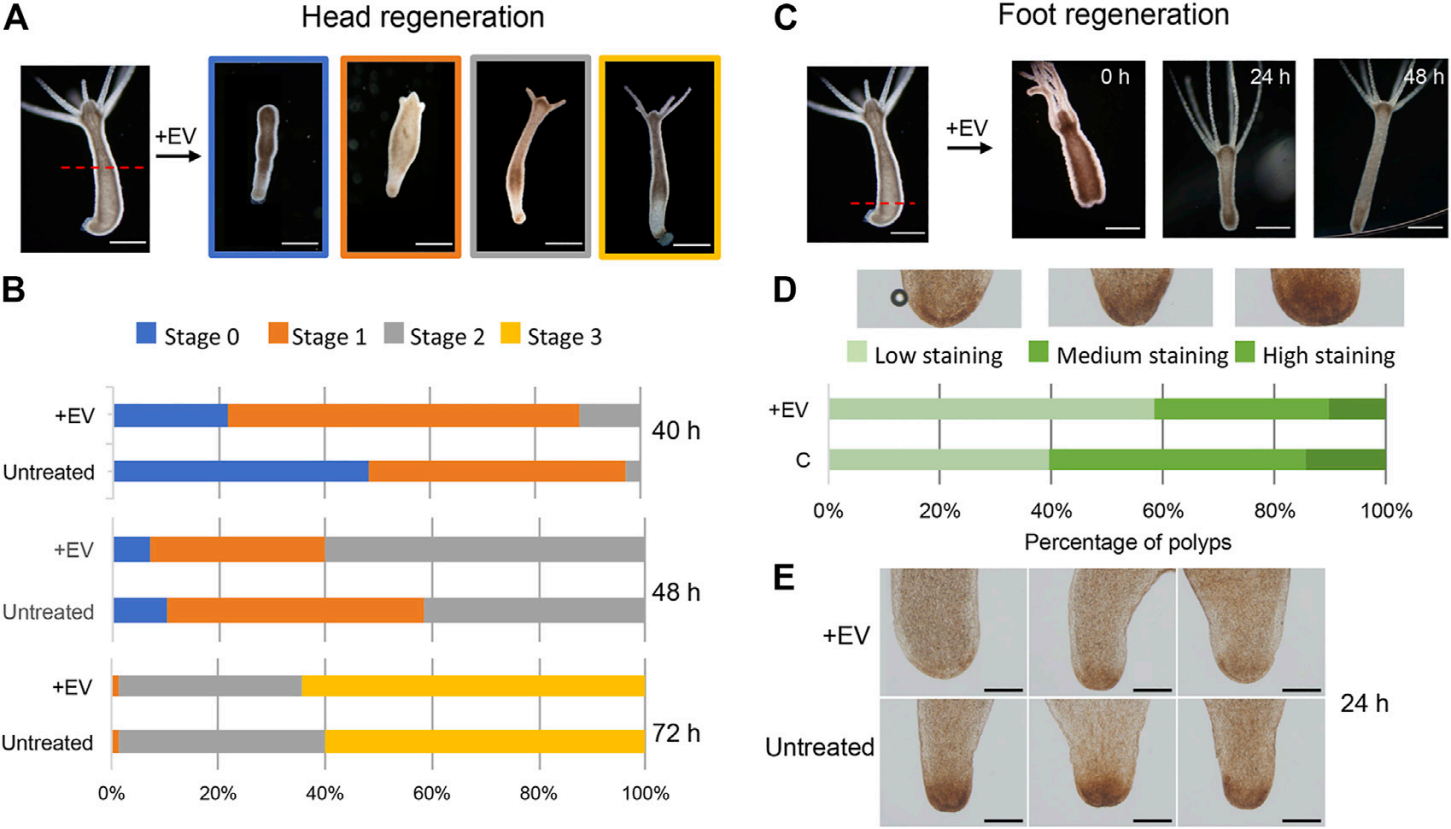
*Hydra* head and foot regeneration are modulated by EVs. **(A)** Light microscopy images of regenerating polyps, grouped in four categories according to progressive developmental stage. **(B)** Histograms report the distribution of developmental stages at 40, 48 and 72 h post midgastric amputation (shown by the red dotted line). The bar color corresponds to the regenerative stages shown in **(A)**. Data represent the average of three independent experiments (*n* = 70). Differences in the distributions of untreated and treated polyps were statistically evaluated using Chi squared test. At 40 h χ^2^ = 39.353 with 2 degrees of freedom. Two-tailed ***p value = 0.000057; at 48 h χ^2^ = 9.958 with 2 degrees of freedom. Two-tailed *p value = 0.0069; not significant differences resulted at 72 h: χ^2^ 0.548 with 2 degrees of freedom. The two-tailed *p* value = 0.7605 **(C)** Light microscopy images of foot regenerates at different time post amputation (red dotted line). **(D)** Distribution of foot regenerating polyps grouped in three categories: light, medium and dark green, corresponding to low, medium and high peroxidase staining, determined as DAB positive area by using the ImageJ software. Experiments were performed in triplicate (*n* = 45). χ^2^ = 7.062 with 2 degrees of freedom. two-tailed *p value: 0.0293. **(E)** Representative images of foot regenerating polyps (untreated and treated with EVs) 24 h p.a.

## Discussion

The production and release of EVs has been documented in all three domains of life, both in unicellular and multicellular organisms. Functional studies have demonstrated their involvement in a large number of processes, including morphogenesis and development, while increasing evidences suggest that they may also participate in intra- and inter-species communication (Buck et al., 2014; Cruz et al., 2018; Cai et al., 2019). The evolutionary conservation of this form of communication poses important questions about the role it might have had on the generation of complex life as we know it today (Woith et al., 2019; Gill et al., 2019). Apart from our work detecting EVs on *Hydra* ectodermal cell surface (Marchesano et al., 2013), so far no evidences documented their presence in cnidarians, where they might act as signals for cell-cell communication, or as long range signals across species, or even kingdoms of aquatic life. We purified and characterized EVs from *Hydra* culture medium by differential centrifugation, characterized their round-shaped and double-layered morphology via TEM and estimated the size in the range consistent with exosome EV subtype (Doyle and Wang, 2019). Proteomic analysis revealed numerous exosome markers, often related to their biogenesis route and cargo sorting mechanisms (Jeppesen et al., 2019; Juan and Furthauer, 2018). This evidence, together with the morphology, size and mRNA loading strongly suggests that the EVs isolated are highly enriched in this vesicle subtype. Most of the identified proteins correlate with the transcripts, including proteinases, catalytic proteins and transcription factors, suggesting the delivery of key molecular messages for early and late responses in the receiving cells. 

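Among the 29 genes with both a protein in Supplementary Table S1 and a detected transcript, TPM ranged from 2.35 to 86.8 in library A, with a median of 7.28. In library B it ranged from 0 to 9.47 with a median of 0.821, and 8 of the genes had under 3 counts. Besides cytoskeletal genes they included *fibrillin-2-like* LOC100202765, with 503 and 23 estimated counts, *protocadherin Fat 4-like* LOC100202388, with 248 and 1, and *CD151 antigen-like* LOC100205782, with 34 and 4. Each gene was counted as present or absent, and protein amounts were not analysed here. From the molecules found both as protein and as transcript, the paper proposes that EVs deliver messages for early and late responses in the receiving cells.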

Stress induced molecular chaperons were found at the protein level (i.e., Hsp70, Hsp71, Supplementary Table S1) and among the most abundant transcripts of endodermal- and interstitial cell-specific transcripts (*hsp90* and *hsp70* respectively (Supplementary Table S4). Their presence, together with other stress related transcripts (i.e., stress induced phosphoprotein), superoxide dismutase and thioredoxin protein (disulphide isomerase) reveals an important role played by EVs in the stress response, conveying long distance messages to support survival and adaptation as described in literature. Similarly, detection of proteins and transcripts of the serine protease inhibitor kazal (Chera et al., 2009a) suggests a possible involvement of EVs in the starvation response, by preventing excessive autophagy. Indeed, induction of autophagy during starvation is the main survival strategy in *Hydra* and kazal was shown to support cell survival by preventing excessive autophagy (Chera et al., 2006). 

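The part of the supplementary gene list used here gave 2 protein disulfide-isomerases among the targets. The A6-type LOC100198247 had 47 estimated counts in library A and 6 in library B, at 9.80 and 1.99 TPM. The A3-like LOC100203161 had 39 and 1 estimated counts, at 3.72 and 0.152 TPM, and was above 0.4 TPM only in the former. The superoxide dismutases LOC100200684 and LOC100209764 were above it in both libraries, with means of 3.87 ± 3.97 and 2.22 ± 1.50 TPM (SD, n = 2). Stress induced phosphoprotein is not analysed here.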

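Transcripts of *kazal1*, *kazal2*, *kazal3* and *kazal5* were detected in the EVs, with means between 1.14 and 3.28 TPM. They had 5 to 26 estimated counts in library A. In library B each had 1 or 2 counts, under the floor of 3, although the TPM of 3 of them was still above the threshold. The values of *kazal1* and *kazal3* are sums over 2 adjacent targets each, and the counts of these targets are fractional.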

As EV harvesting occurs under starvation, kazal may support the animal survival to this condition, mirroring natural defence mechanisms acting through EVs.

In addition to the above-mentioned factors, a multitude of signalling components belonging to BMP, Notch and Wnt/βcatenin pathways, were identified among mRNA transcripts. 

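For the Notch pathway, the neurogenic locus notch homolog protein 1-like gene LOC100208093 had 265 estimated counts in library A and 3 in library B, at 7.76 and 0.139 TPM. Its mean of 3.95 TPM carries an SD of 5.39 TPM (n = 2), and it was above 0.4 TPM only in library A. Supplementary Table S1 lists its protein as uncharacterized. The place of the gene in the Notch pathway rests on its description alone. Components of the BMP pathway are not analysed here.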

Our focus on the Wnt/β-catenin signalling pathway, searching for positive and negative regulators of it in EVs, is due to the major role played by this pathway in body axial patterning. In *Hydra* two stable tissue organizers located at the oral and aboral poles are responsible for the tissue polarity (Bode, 2009). While the molecular bases of foot organizer are still largely unknown, the head organizer relies on the canonical Wnt/βcatenin pathway and other integrating signalling pathways, such as the Notch-Delta (Broun et al., 2005; Gee et al., 2010; Munder et al., 2013). Using classical tissue manipulation techniques (Macwilliams, 1983) and more recently gene transcript profiling (Chera et al., 2009b; Wenger et al., 2019; Cazet et al., 2021) the presence of long-range inhibitory signals in *Hydra* head organizer has been supposed, acting in adults polyps to maintain the oral-aboral polarity and preventing the formation of ectopic organizers elsewhere in the body. Amputated organizers may transiently increase the ability of wounded tissue throughout the body column to form secondary axes, while during foot regeneration these inhibitory signals would prevent ectopic head formation at aboral-facing amputations (Cazet et al., 2021). To date, these signals have not been identified and in the present work we foresee the possibility that they may rely on EVs released in the extracellular medium. We demonstrated that treating amputated polyps with EVs at an empirical dosage, likely much higher when compared to the physiological EV production, impacts on *Hydra* regeneration, and this effect may be due to the peculiar molecular cargo of EV collected under these conditions. While under physiological condition EVs may contribute to tissue organizer activity (Macwilliams, 1983; Cazet et al., 2021) by enhancing the head regeneration at the oral facing amputation region, and preventing the formation of multiple heads at the opposite end, under our condition EVs may inhibit foot regeneration, as a result of an unique blend of molecular signals. Indeed in addition to mRNA, tRNA and lncRNA here detected, EVs are known to vehicle small RNA, lipids, DNA and other metabolites (Veziroglu and Mias, 2020), opening the path to further analyses for a deeper characterization of *Hydra* EVs and unravel their role in developmental signalling and many other aspects of *Hydra* biology.

The alignment of EV transcriptome with the scRNA-seq atlas recently produced (Siebert et al., 2019) allowed to extract important information not only on the molecular composition of the EV cargo but also on the cell sources of EV transcripts. Under our condition of EV purification multiple cell types appeared involved in the loading and release of EVs. In addition to ectodermal cells expected to release EVs, as facing the external medium, a large contribute to the EV transcriptome matched transcripts specific of the interstitial stem cell lineage, dispersed throughout the body column, especially neurons. This suggests that EVs may mediate the information flow within the *Hydra* non overlapping neural networks (Dupre and Yuste, 2017). Interestingly, the sub-clustering analysis (Supplementary Figure S5) reveals that within the interstitial cell lineage a large fraction (18.7%) of the transcripts are germ line specific, suggesting the possibility that under the mild stressing condition used for EV collection the cells may release signals to induce gametogenesis and guarantee species survival. Finally, a minor fraction of transcripts was specific of endodermal cells, especially gland cells, which is consistent with their location, facing the gastric cavity, and their molecular repertoire of enzymatic activities and signalling factors, such as those restricting the Wnt signal in the hypostome (Guder et al., 2006; Lommel et al., 2018; Ziegler et al., 2021). A comparative analysis between EVs produced by transgenic lines tagged in each cell lineage would help in the future to confirm this *in silico* evidence.

Concerning the possible role *in vivo*, the EV information toolbox may be used for cell-cell communication to maintain homeostatic condition, i.e., axis polarity, regulate animal size and tissue growth. In other conditions, i.e., during budding, regeneration or stress response, they may act to orchestrate coordinated cell responses between distant tissue regions, or among different polyps. In this work we purified EVs from the medium of healthy polyps mirroring the condition used to enhance EV production from cell culture, i.e. starvation and crowding (Théry et al., 2006) and our omics and functional analyses are the outcomes of this particular state. EV may vary their molecular cargo under certain conditions, such as stress, reproduction, temperature changes, adapting the molecular information to deliver diverse messages to the cells, from hydrophobic signals to lipids, second messengers, or nucleic acids. We believe that by comparing the EV content produced under different physiological states different outputs might be produced, leading to decipher the “code” used by cells to communicate to distant cells or organisms and to coordinate precise responses to environmental challenges, which is of outmost importance in aquatic environments.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PXD027774. RNA-seq data were deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE180886.

# Supplementary material for: The Aquatic Invertebrate Hydra vulgaris Releases Molecular Messages Through Extracellular Vesicles
**Source:** Front Cell Dev Biol. 2021 Dec 20;9:788117. doi: 10.3389/fcell.2021.788117
**Supplement:** Supplementary file 1

# Supplementary Materials

The aquatic invertebrate *Hydra vulgaris* releases molecular messages through extracellular vesicles

Maria Moros<sup>1,2#</sup>, Eugenio Fergola<sup>2#</sup>, Valentina Marchesano<sup>2</sup>, Margherita Mutarelli<sup>2</sup>, Giuseppina Tommasini<sup>2</sup>, Beata Miedziak<sup>2,§</sup>, Giuliana Palumbo<sup>2</sup>, Alfredo Ambrosone<sup>2,&</sup>, Angela Tino<sup>2</sup>, Claudia Tortiglione<sup>2\*</sup>

Supplementary information includes:

Fig. S1. Morphological characterization of Hydra EV

Fig. S2. in vivo assembly of AuNP on Hydra EV

Fig. S3. Uptake of Hydra EV into Hydra tissue

Fig. S4. EV protein identification by MALDI-TOF/TOF

Fig. S5. Subclustering EV transcripts into single cell type

Fig. S6. Influence of EV on Hydra head regeneration

Table S1. List of 52 proteins identified in EV by LC-ESI-MS/MS analysis

Table S2 RT-PCR validation using presence/absence analysis

Table S3. Primer sequences used for RT-PCR analysis

Table S4. List of EV transcripts subclustered according to unique cell type expression

Table S5. List of top ten EV transcripts matching the scRNA-seq atlas

**Supplementary file 1.** Full list of transcripts detected in the alignment against the NCBI *Hydra vulgaris* reference transcriptome (assembly Hydra\_RP\_1.0)

**Supplementary file 2.** Full list of transcripts detected in the alignment against the single cell RNAseq reference transcriptome (assembly GHG01.1)

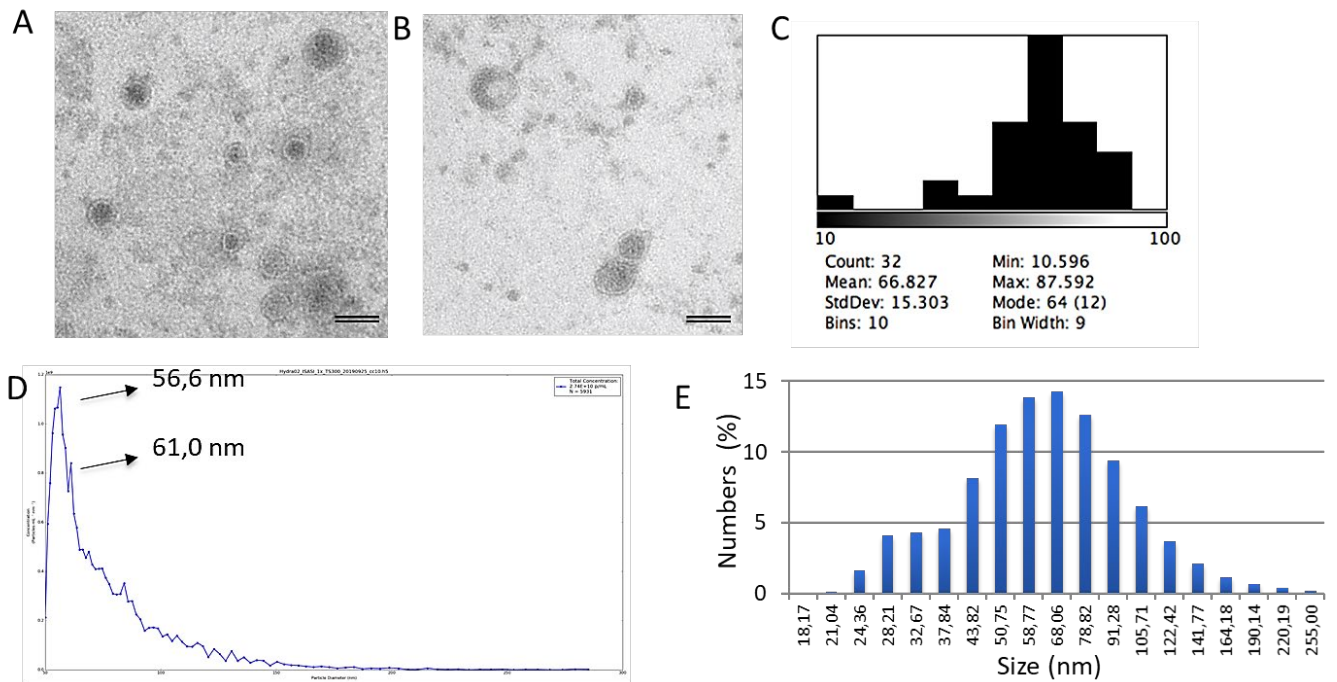

**Fig. S1. Morphological characterization of Hydra EV.**

A-B) TEM images show the double membrane limiting electron dense core of the EV. Scale bars 50 nm. C) Size distribution of vesicles identified by TEM D) MRPS measurements showing the distribution of the EV size, presenting two major peaks at 56,6 and 61 nm (using a TS-300 cartridge). These measurements well correlated with the values obtained using the TS-400 cartridge, showed in Figure 1D. E) Dynamic light scattering analysis shows an average size of Hydra EV peaking at 68 nm.

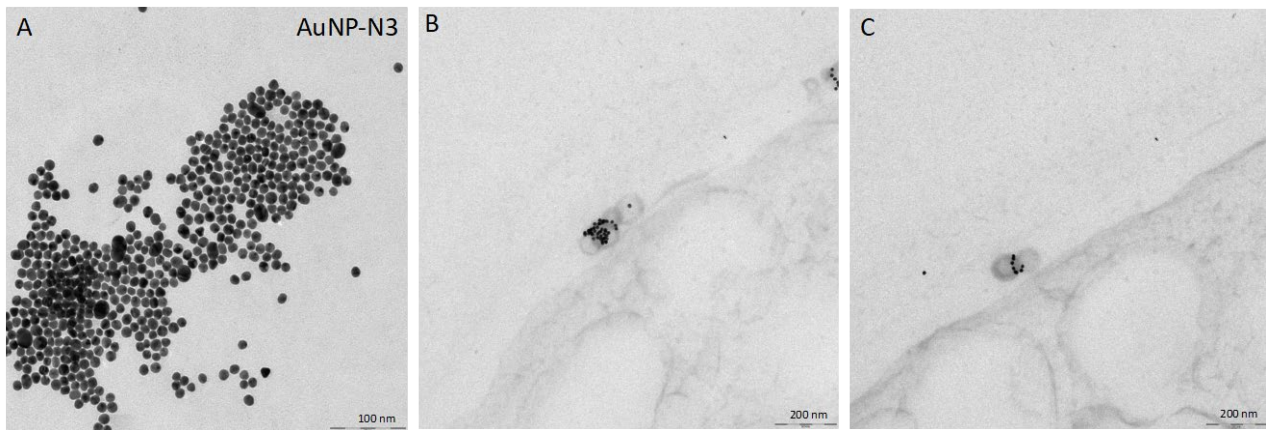

**Fig. S2. *In vivo* assembly of AuNP on Hydra EV**

A) TEM image (TEM, T20 200KeV; FEI) of positively charged AuNPs used in this study shows the high monodispersity of the gold core of AuNP-N3 of an average size of 14 nm. B-C) Polyps were incubated with 25 nM AuNP, then extensively washed and processed 48 h later for TEM analysis. AuNPs appear attached to nanosized vesicles outside the cell membrane, within the glycocalyx. Scale bars, 100 nm in A, and 200 nm in B, C.

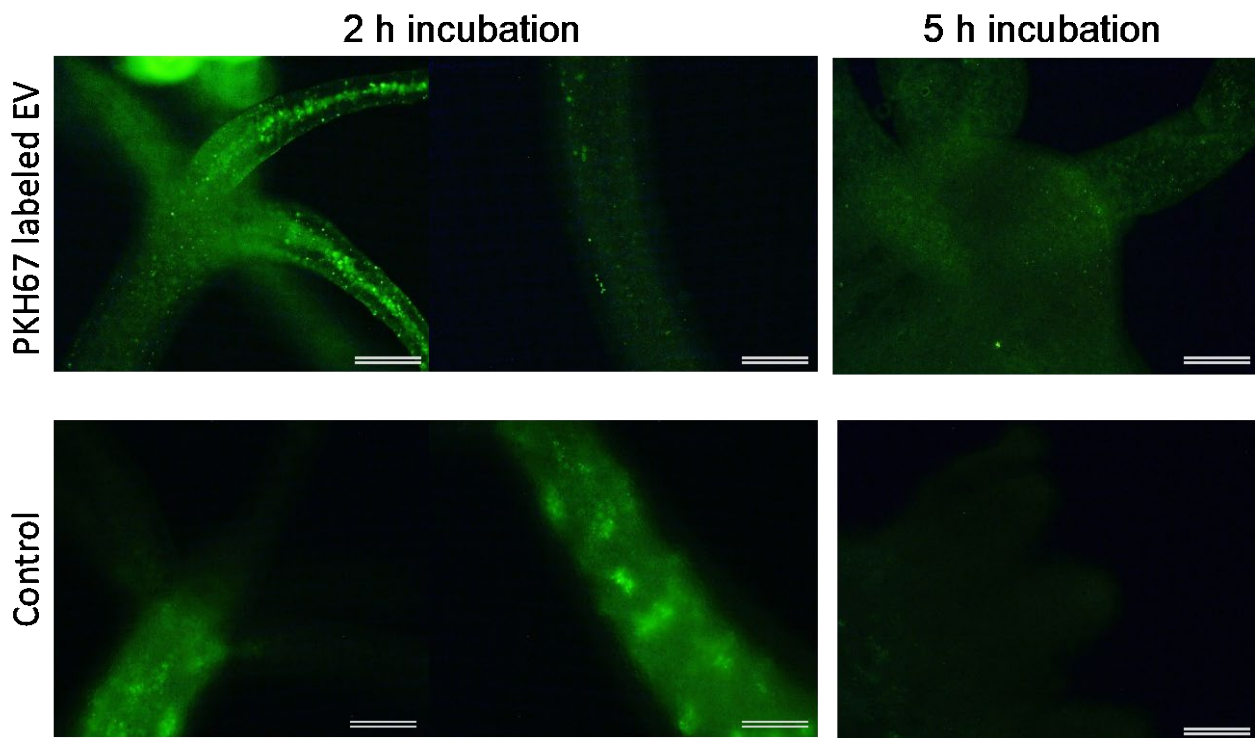

**Fig. S3. Uptake of Hydra EV into Hydra tissue**

Living Hydra were treated with freshly EVs labelled with PKH67 derived from a standard EV preparation (250 polyp into 10 ml of medium). Upper panel: 2 h post incubation, labelled EVs are internalized in the animal tissues as shown in the upper part of the figure where a green, fluorescent granular signal is detectable both in the tentacles (left) and the body column (right). After 5 h of incubation, this signal was hardly detectable, possibly indicating the processing of EVs inside the cells. Lower panel: polyps treated with a negative control solution (PKH67 in Hydra medium) show a diffuse green fluorescent pattern due to the free dye internalization. After 5 h this signal almost disappears. Scale bars, 200  $\mu$ m.

**A**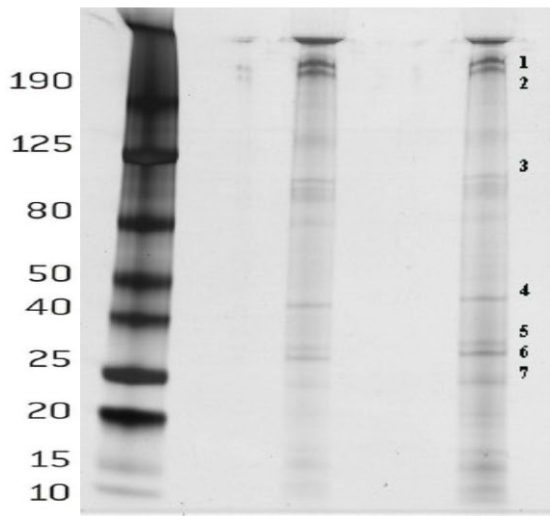**B**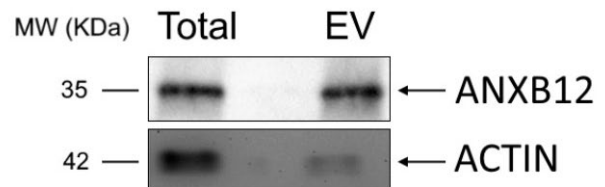

**Fig S4. EV protein identification by MALDI-TOF/TOF**

A) Proteins extracted from EVs were run in a 7.5% SDS-PAGE gel. After silver staining, 7 bands were excised from the gel and processed for MALDI-TOF/TOF analysis. Actin was identified from band n.4, Annexin B12 from band 5. 2 biological replicas were performed. B) Western blot analysis in whole-body protein extracts (Total) and EV fractions (EV) shows specific cross reactions to anti Hydra Annexin B12, and anti  $\beta$  actin antibodies

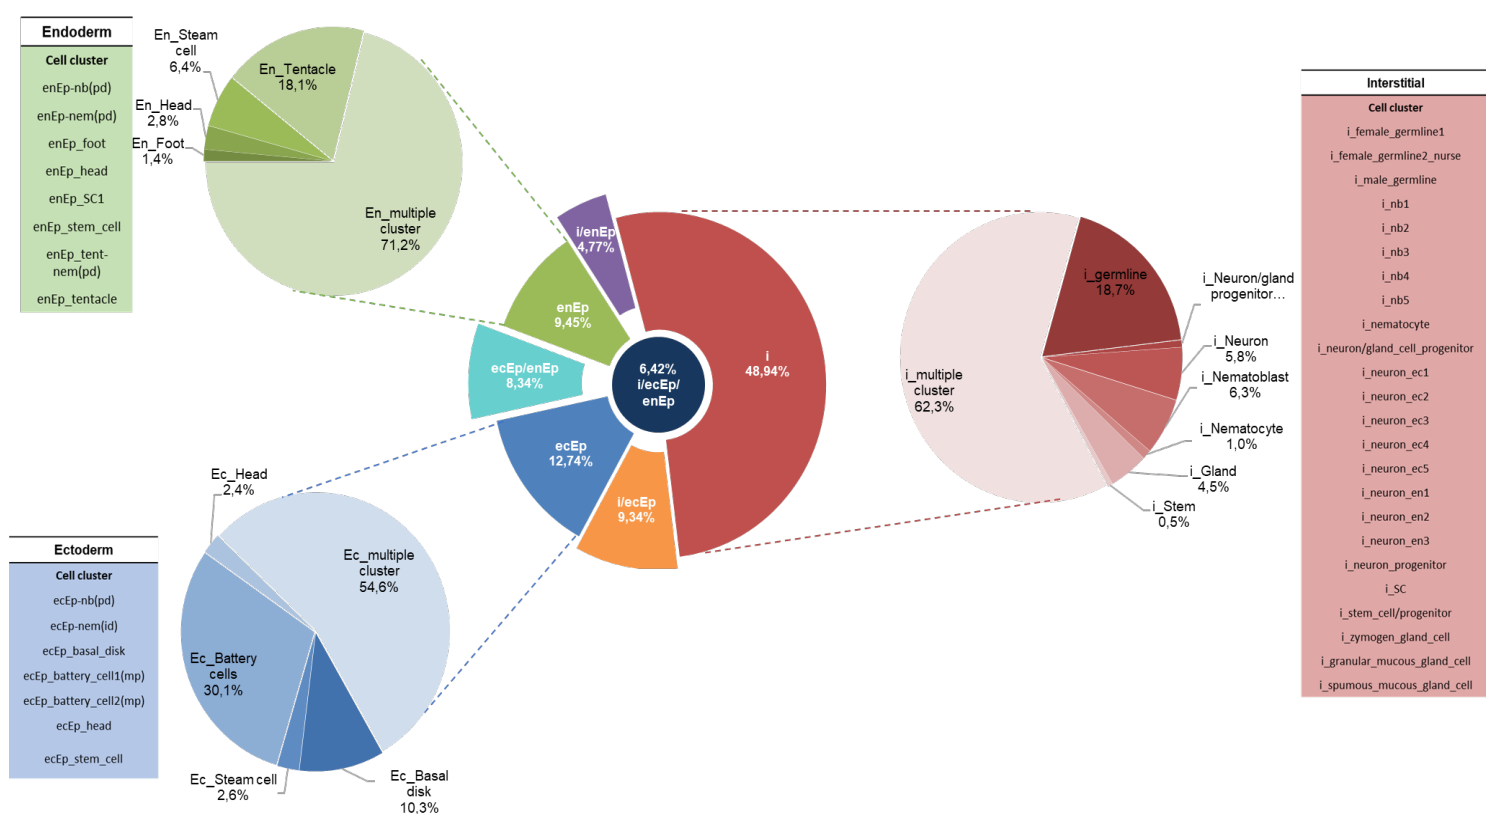

**Fig.S5. Subclustering EV transcripts into single cell types**

Hydra EV-associated genes were clustered according to ectodermal, endodermal and interstitial cell lineages using a recently-published scRNA-seq atlas (Siebert, Farrell et al. 2019) and expressed as percentages. EV transcripts common to the three lineages are shown in dark blue, while those unique of the interstitial cell lineage (in red) represent the major portion. The amount of ectodermal and endodermal transcripts (in blue and green, respectively) are similar, to those shared between two lineages (interstitial and ectodermal, in orange; ectodermal and endodermal, in azure; interstitial and endodermal in violet).

For each cell lineage EV transcripts matching multiple cell cluster represent the wider portion, while a minority match with single cell clusters, listed beside each distribution.

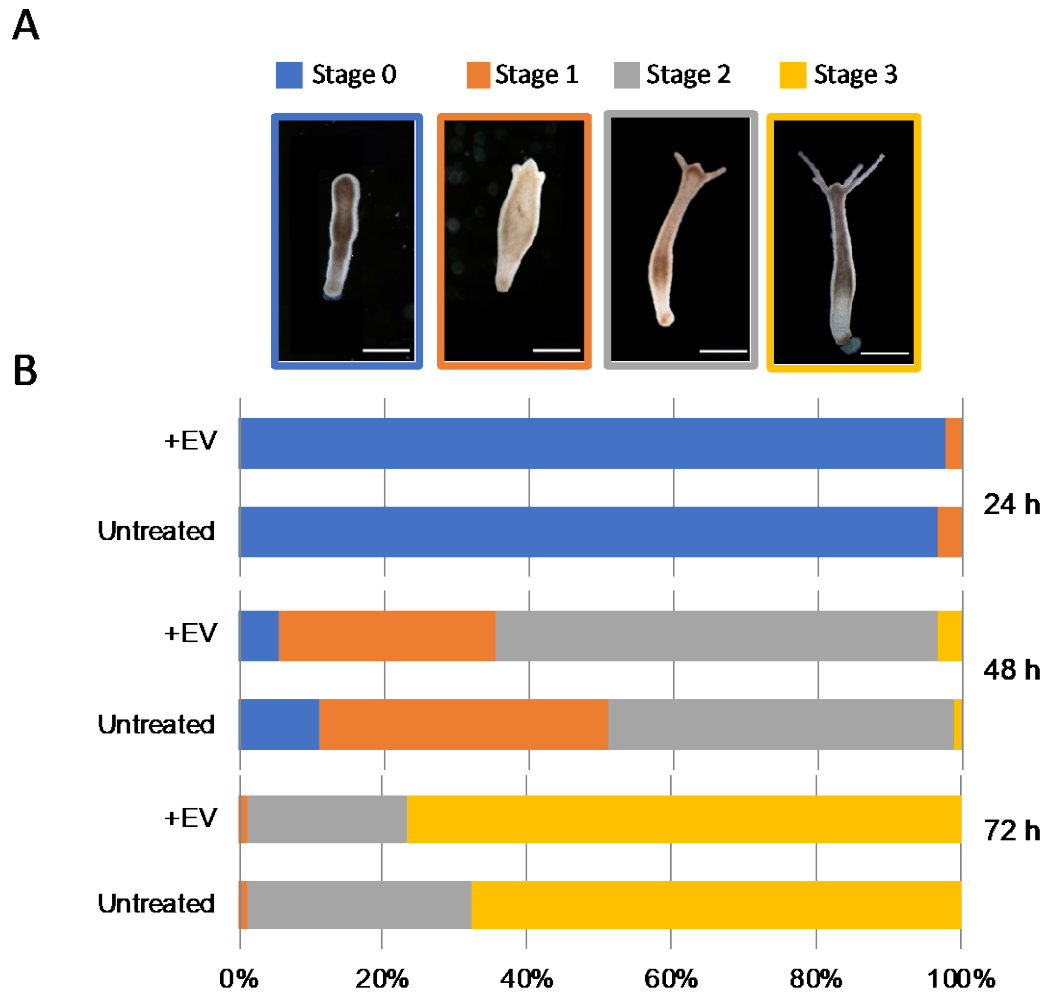

**Fig. S6. Influence of EV on Hydra head regeneration.**

Groups of 30 animals were bisected at subhypostomal level and allowed to regenerate in presence of EV, or in normal medium (untreated). A) At 24 h, 48 h and 72 h p.a. animals were inspected for viability and regeneration stage: stage 0 indicates wound closure; stage 1 indicates the presence of tentacle buds; stage 2 indicates new emerging tentacles, stage 3 indicates growth tentacles. B) Histograms report the distribution of developmental stages at 24 h, 48 h and 72 h p.a. The bar color corresponds to the regenerative stages shown in A. Animals treated with EV present more advanced stages than untreated animals. Data are means of three independent experiments (n=90). Statistical analysis performed at 48 h p.a. shows Chi squared =12.099 with 3 degrees of freedom. The two-tailed \*\*P value= 0.0071. At 72 h Chi squared equals 3.335 with 2 degrees of freedom. The two-tailed P value equals 0.1887 (not significant).

| Accession No. | Protein Name                                                  | Putative Function                            | Matched Peaks | Matche Peptide | Mascot Score | Exocarta | Conserved Domain                        | Pfam Codes InterPro Code |
|---------------|---------------------------------------------------------------|----------------------------------------------|---------------|----------------|--------------|----------|-----------------------------------------|--------------------------|
| CDG70628      | Actin, cytoplasmic 1, partial                                 | Cytoskeleton component                       | 18            | 16             | 235          | Yes      | Actin                                   | pf0002                   |
| XP_002161913  | Tubulin beta chain                                            | Cytoskeleton component                       | 10            | 8              | 169          | Yes      | Tubulin                                 | pf0009                   |
| XP_002156816  | Uncharacterized protein LOC100207118                          | Metalloproteinase with Thrombospondin motifs | 5             | 5              | 130          | ---      | Thrombospondin type 1 repeats           | IPR000884                |
| XP_012558692  | Fibrillin-1                                                   | Microfibril assembly                         | 11            | 10             | 125          | Yes      | Calcium-binding EGF domain              | pfam07645                |
| XP_002166874  | Fibrillin-2 isoform X1                                        | Microfibril assembly                         | 9             | 7              | 107          | Yes      | EGF domain                              | pfam12947                |
| NP_001296699  | Annexin B12                                                   | Calcium-dependent membrane binding           | 7             | 4              | 100          | No       | Annexin                                 | pfam00191                |
| XP_002159321  | Syntenin-1-like isoform X2                                    | Biogenesis of exosomes                       | 9             | 8              | 99           | Yes      | PDZ domain                              | IPR001478                |
| NP_001296663  | Elongation factor EF1-alpha                                   | Translation elongation factor                | 11            | 10             | 89           | Yes      | Elongation factor Tu GTP binding domain | pf00009                  |
| XP_004212135  | Protocadherin Fat 4, partial                                  | Cell-cell adhesion                           | 7             | 7              | 89           | Yes      |                                         |                          |
| XP_002159997  | Uncharacterized protein LOC100198870                          | -----                                        | 5             | 4              | 86           | -----    | -----                                   | -----                    |
| XP_012559193  | Uncharacterized protein LOC100208093                          | -----                                        | 9             | 7              | 86           | -----    | -----                                   |                          |
| XP_004205459  | Histone H4                                                    | Nucleosome assembly                          | 8             | 7              | 83           | Yes      | CENP-T Domain                           | pf15511                  |
| XP_002154154  | Latent-transforming growth factor beta-binding protein 4-like | Extracellular matrix constituent             | 12            | 12             | 80           | Yes      | Calcium-binding EGF domain              | pfam07645                |
| XP_012556685  | Zinc finger MYM-type protein 1                                | Transcriptional repressor                    | 9             | 9              | 79           | Yes      | EF-hand domain                          | IPR002048                |
| CDG71416      | Heat shock cognate 71 kDa protein                             | Molecular chaperon                           | 8             | 8              | 73           | Yes      | hsp70 protein domain                    | pf00012                  |
| ABC25030      | Heat shock protein 70                                         | Stress-induced molecular chaperon            | 9             | 9              | 73           | Yes      | hsp70 protein domain                    | pf00012                  |
| XP_004212674  | Protocadherin Fat 1, partial                                  | Cell-cell adhesion                           | 17            | 17             | 71           | Yes      | Cadherin-like domain                    | IPR002126                |
| XP_012558915  | Uncharacterized protein LOC100197130                          | Chitin binding                               | 2             | 2              | 71           | ---      | Chitin binding Peritrophin-A domain     | pfam01607                |
| XP_012554603  | Uncharacterized protein LOC100208285                          | CUB extracellular domain                     | 11            | 11             | 69           | ---      | EGF-like domain                         | IPR000742                |
| XP_002166847  | Uncharacterized protein LOC100198427, partial                 | -----<br>----                                | 2             | 2              | 67           | ----     | -----                                   | -----                    |

|              |                                                                          |                                                 |    |    |    |       |                                                               |                   |
|--------------|--------------------------------------------------------------------------|-------------------------------------------------|----|----|----|-------|---------------------------------------------------------------|-------------------|
| XP_004209567 | Histone H1-delta                                                         | Nucleosome assembly                             | 5  | 5  | 63 | Yes   | linker histone H1 and H5 family                               | pfam00538         |
| XP_012553809 | Annexin A4-like                                                          | Calcium-dependent membrane binding              | 14 | 13 | 61 | Yes   | Annexin                                                       | pfam00191         |
| AAW82079     | Thypedin                                                                 | Foot formation stimulator                       | 5  | 5  | 57 | No    | Thymosin                                                      | pf01290           |
| XP_002163070 | Ubiquitin-40S ribosomal protein S27a                                     | Vesicle cargo sorting                           | 3  | 2  | 57 | No    | Ribosomal protein S27a Ubiquitin-like (Ubl) domain            | pfam01599 cd01803 |
| XP_002165348 | CD151 antigen                                                            | Exosome marker                                  | 5  | 5  | 56 | Yes   | Tetraspanin family                                            | pfam00335         |
| AAN87350     | 14-3-3 protein B                                                         | Growth adaptation to food supply                | 2  | 2  | 54 | No    | 14-3-3 protein domain                                         | pfam00244         |
| CAJ33888     | Putative serine protease inhibitor                                       | Protective function against excessive autophagy | 5  | 5  | 54 | No    | Kazal type serine protease inhibitors                         | Pfam 00050        |
| XP_002156827 | Ras-like GTP-binding protein RHO                                         | Signal transduction                             | 2  | 2  | 52 | Yes   | RhoA-like                                                     | IPR005225         |
| XP_012562569 | Uncharacterized protein LOC100200012                                     | Cell adhesion                                   | 5  | 5  | 51 | ---   | vWFA/TSP_1                                                    | Pfam00090         |
| XP_004211099 | Usherlin-like, partial                                                   | Integral component of membrane                  | 2  | 2  | 47 | No    | Laminin N-terminal (Domain VI)                                | PF00055           |
| CDG70601     | 40S ribosomal protein S3a, partial                                       | Ribosome assembly                               | 6  | 6  | 46 | Yes   | Ribosomal S3Ae family                                         | pfam01015         |
| XP_012564127 | Uncharacterized protein LOC101234629                                     | Calcium-binding protein                         | 9  | 7  | 44 | ---   | Calcium-binding EGF domain                                    | PF07645           |
| XP_012565905 | Uncharacterized protein LOC105849991, partial                            | -----                                           | 4  | 3  | 44 | ---   | -----                                                         | -----             |
| CDG71497     | ATP synthase subunit beta, mitochondrial, partial                        | Cellular respiration                            | 10 | 10 | 44 | Yes   | ATP synthase $\alpha/\beta$ family, nucleotide-binding domain | PF00006           |
| XP_002162060 | Programmed cell death 6-interacting protein                              | Multivesicular body biogenesis                  | 10 | 9  | 43 | Yes   | BRO1-like domain                                              | PF03097           |
| XP_002155023 | Polyubiquitin-B                                                          | Vesicle cargo sorting                           | 11 | 7  | 43 | Yes   | Ubiquitin family                                              | pf00240           |
| XP_012566106 | Uncharacterized protein LOC100203042, partial                            | Thrombospondin type 1                           | 3  | 2  | 42 | ---   | Spondin-like TSP1 domain                                      | pfam19028         |
| XP_012554672 | cAMP-dependent protein kinase type II regulatory subunit-like isoform X2 | cAMP-mediated signalling pathway                | 5  | 4  | 42 | Yes   | Cyclic nucleotide-binding domain                              | IPR000595         |
| XP_004208264 | Uncharacterized serine-rich                                              | -----                                           | 2  | 2  | 41 | ----- | -----                                                         | -----             |

|              |                                                                                            |                                                        |    |    |    |     |                                                                   |           |
|--------------|--------------------------------------------------------------------------------------------|--------------------------------------------------------|----|----|----|-----|-------------------------------------------------------------------|-----------|
|              | protein<br>C215.13-like                                                                    |                                                        |    |    |    |     |                                                                   |           |
| XP_012564784 | Von<br>Willebrand<br>factor D and<br>EGF domain-<br>containing<br>protein-like,<br>partial | Cell surface<br>receptor<br>signaling<br>pathway       | 6  | 6  | 41 | No  | Calcium-<br>binding EGF<br>domain                                 | pfam07645 |
| XP_004208788 | Tubulin alpha-<br>1D chain                                                                 | Cytoskeleton<br>component                              | 5  | 4  | 41 | Yes | Tubulin C-<br>terminal<br>domain                                  | PF03953   |
| XP_002158871 | Flagellar<br>calcium-<br>binding<br>protein-like                                           | Calcium ion<br>binding                                 | 4  | 3  | 40 | No  | EFh<br>superfamily                                                | Pfam13833 |
| CDG71487     | Protein<br>disulfide-<br>isomerase                                                         | Disulfide<br>isomerase                                 | 5  | 4  | 40 | Yes | Thioredoxin<br>domain                                             | IPR013766 |
| XP_012553917 | Malate<br>dehydrogenase,<br>cytoplasmic-like                                               | Krebs cycle                                            | 3  | 3  | 38 | Yes | Lactate/malat<br>e<br>dehydrogena<br>se, NAD<br>binding<br>domain | PF00056   |
| AAQ13347     | Ribosomal<br>protein L10                                                                   | Ribosome<br>pathway                                    | 3  | 2  | 36 | Yes | Ribosomal<br>protein<br>L16p/L10e                                 | PF00252   |
| XP_004209147 | Cell division<br>control protein<br>42 homolog                                             | small GTPase<br>mediated signal<br>transduction        | 2  | 2  | 36 | No  | Small GTP-<br>binding<br>protein<br>domain                        | IPR005225 |
| XP_012557607 | Uncharacteriz<br>ed protein<br>LOC10020829<br>9                                            | Chromosome<br>segregation<br>protein SMC               | 6  | 6  | 34 | --  | SMC_prok_B                                                        |           |
| XP_002162887 | ADP-<br>ribosylation<br>factor 1-like 2                                                    | Retrograde<br>transport,<br>endosome to<br>Golgi       | 2  | 2  | 34 | Yes | Small GTP-<br>binding<br>protein<br>domain                        | IPR005225 |
| AEW90237     | Voltage-gated<br>sodium<br>channel<br>Nav2.1, partial                                      | Neuronal<br>signaling in<br>Hydra                      | 15 | 15 | 34 | No  | Ion transport<br>protein                                          | pfam00520 |
| XP_012560741 | Uncharacteriz<br>ed protein<br>LOC10584648<br>5, partial                                   | -----                                                  | 7  | 6  | 32 | --  | YlqF_related_<br>GTPase                                           | -----     |
| XP_012562547 | Mitotic spindle<br>assembly<br>checkpoint<br>protein MAD1-<br>like                         | Mitotic spindle<br>assembly<br>checkpoint<br>signaling | 11 | 11 | 32 | No  | Mitotic<br>checkpoint<br>protein                                  | PF05557   |
| XP_004207315 | Uncharacteriz<br>ed protein<br>LOC10124060<br>3                                            | Reverse<br>transcriptase                               | 3  | 2  | 32 | --- | RT-like                                                           |           |

**Table S1.** List of 52 proteins identified in EV by LC-ESI-MS/MS analysis, mascot score >32, matched peptide >2

| TARGET GENE        | C <sub>t</sub> MEAN |
|--------------------|---------------------|
| <i>Hsp70</i>       | 24.86 ± 1.85        |
| <i>Hsp70</i> (NTC) | 37.60 ± 1.96        |
| <i>β-cat</i>       | 27.07 ± 0.27        |
| <i>β-cat</i> (NTC) | 38.51 ± 2.11        |
| <i>Wnt3</i>        | 30.22 ± 0.75        |
| <i>Wnt3</i> (NTC)  | 38.19 ± 2.12        |
| <i>Actin</i>       | 25.60 ± 0.5         |
| <i>Actin</i> (NTC) | 37.43 ± 2.05        |

**Table S2 RT-PCR validation using presence/absence analysis**

Ct mean ± SD were obtained from two independent biological experiments performed in triplicate.  
NTC= no template control

| Gene      | Accession No   | Forward Primer                | Reverse Primer              |
|-----------|----------------|-------------------------------|-----------------------------|
| Wnt3      | NM_001287363   | 5'-CAACAAGGCTGGACGAGAGG-3'    | 5'-CTGAAATGGGGCTGTGAACG-3'  |
| β-catenin | U38624         | 5'-TGCACCTTCTTCACGCTCAATAG-3' | 5'-GGCGCTCTTCACATTTTAGC-3'  |
| Actin     | XM_002154426   | 5'- AAGCTCTTCCCTCGAAGAATC-3'  | 5'- CCAAATAGATCCTCCGATCC-3' |
| Hsp70     | NM_001309695   | 5'-CGACGTATTTCAGACAATCAAC-3'  | 5'-CAATTTGAGGAACACCTCTTG-3' |
| Ef1α      | NM_001309734.1 | 5'-CCAGGAGACAATGTCGGTTT-3'    | 5'-GCTTCAATGGCAGGATCATT-3'  |

**Table S3.** Primer sequences used for RT-PCR analysis

| Cell Cluster         | Gene ID   | Gene ID (NCBI) | Gene name                                                              | Homology (OrthoDB)                                                          |
|----------------------|-----------|----------------|------------------------------------------------------------------------|-----------------------------------------------------------------------------|
| Ec_basal_disk        | t11369aep | 100199560      | TCTP                                                                   | TPT1 [Homo sapiens] NP_001273201.1                                          |
|                      | t16171aep | 105845407      | Uncharacterized                                                        | galaxin-like isoform X2 [Danio rerio] XP_005163007.1                        |
|                      | t9810aep  | 105847572      | Flocculation protein FLO11-like                                        | IFT140 [Homo sapiens] XP_016879399.1                                        |
|                      | t11479aep | 100207237      | Uncharacterized                                                        | C-type lectin-like                                                          |
|                      | t13256aep | 105844822      | rhamnose-binding lectin-like                                           | EVA1C [Homo sapiens] NP_478067.2                                            |
| Ec_battery_cell2(mp) | t11116aep | 100202036      | actin, non-muscle 6.2-like                                             | POTEL [Homo sapiens] XP_016860221.1                                         |
|                      | t34888aep | 105846558      | lipopolysaccharide-induced tumor necrosis factor-alpha factor homolog  | CDIP1 [Homo sapiens] NP_037531.2                                            |
|                      | t4993aep  | 100215092      | inositol-tetrakisphosphate 1-kinase-like                               | ITPK1 [Homo sapiens] NP_055031.2                                            |
|                      | t30709aep | 105845211      | protein PFC0760c-like                                                  | /                                                                           |
|                      | t35aep    | 100202307      | ADP-ribosylation factor 6                                              | ARL4C [Homo sapiens] NP_001269360.1                                         |
| Ec_head              | t24379aep | /              | /                                                                      | /                                                                           |
|                      | t4117aep  | /              | /                                                                      | /                                                                           |
|                      | t33641aep | 100213910      | ATP synthase F(0) complex subunit B1, mitochondrial-like               | ATP5F1 [Homo sapiens] NP_001679.2                                           |
|                      | t19284aep | 100209701      | ATP synthase subunit gamma, mitochondrial-like                         | ATP5F1C [Homo sapiens] NP_001001973.1                                       |
|                      | t16848aep | 100207790      | mitochondrial-processing peptidase subunit beta-like                   | UQCRC1 [Homo sapiens] NP_003356.2                                           |
| Ec_stem_cell         | t19380aep | /              | /                                                                      | /                                                                           |
|                      | t22090aep | /              | putative leucine-rich repeat-containing protein DDB_G0290503           | /                                                                           |
|                      | t26296aep | 100209179      | cold shock domain-containing protein E1-like                           | CSDE1 [Homo sapiens] NP_001229820.1                                         |
|                      | t13120aep | 100204386      | mitochondrial import receptor subunit TOM70-like                       | TOMM70 [Homo sapiens] NP_055635.3                                           |
|                      | t7502aep  | 100211597      | prostaglandin E synthase 2-like                                        | PTGES2 [Homo sapiens] NP_079348.1                                           |
| EnEp-nem(pd)         | t38379aep | 100200982      | electron transfer flavoprotein subunit beta-like                       | ETFB [Homo sapiens] NP_001014763.1                                          |
| En_foot              | t27064aep | 101240735      | Uncharacterized                                                        | POGK [Homo sapiens] XP_016857403.1                                          |
|                      | t31094aep | 100215335      | forkhead box protein D2-like                                           | fkx-10 [Caenorhabditis elegans] NP_492676.2                                 |
|                      | t9657aep  | 101238486      | neuropeptide Y receptor-like                                           | CG13995 [Drosophila melanogaster] NP_608986.1                               |
|                      | t10383aep | 100215397      | glycylpeptide N-tetradecanoyltransferase 2-like                        | NMT1 [Homo sapiens] NP_066565.1                                             |
| En_head              | t16838aep | 100199243      | protein RER1-like                                                      | RER1 [Homo sapiens] NP_008964.3                                             |
|                      | t20529aep |                | Cytosolic 10-formyltetrahydrofolate dehydrogenase [Exaiptasia pallida] | /                                                                           |
|                      | t16864aep | /              | /                                                                      | /                                                                           |
|                      | t1100aep  | 101236386      | ras-specific guanine nucleotide-releasing factor RalGPS2-like          | RALGPS2 [Homo sapiens] NP_689876.3                                          |
| En_SC1               | t34763aep | 100205238      | Uncharacterized                                                        | protein naked cuticle homolog 2-like [Propithecus coquereli] XP_012520768.1 |
|                      | t20542aep | 101235897      | hsp90aa1                                                               | HSP90AA1 [Homo sapiens] NP_001017963.2                                      |
| En_stem_cell         | t1207aep  |                | galaxin-2-like [Lingula anatina]                                       | /                                                                           |

|                      |           |           |                                                                                              |                                                                                  |
|----------------------|-----------|-----------|----------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------|
| En_SC1               | t6483aep  | 100204864 | mitochondrial import inner membrane translocase subunit Tim17-A-like                         | TIMM17B [Homo sapiens] NP_001161419.1                                            |
|                      | t11367aep | 100211497 | cytochrome c oxidase subunit 4 isoform 2, mitochondrial-like                                 | COX4I1 [Homo sapiens] XP_024305924.1                                             |
|                      | t22130aep | 100203295 | stress-induced-phosphoprotein 1-like                                                         | STIP1 [Homo sapiens] NP_001269581.1                                              |
| enEp_tent-nem(pd)    | t33887aep | /         | /                                                                                            | /                                                                                |
| enEp_tentacle        | t29036aep | /         | /                                                                                            | /                                                                                |
| enEp_tent-nem(pd)    | t5837aep  | /         | /                                                                                            | /                                                                                |
| enEp_tentacle        | t327aep   | 100201881 | cytoplasmic protein NCK2-like                                                                | NCK2 [Homo sapiens] XP_016860592.1                                               |
|                      | t29023aep | 100206535 | serine/threonine-protein kinase dst1-like                                                    | STK17A [Homo sapiens] NP_004751.2                                                |
| i_female             | t32296aep | 100203304 | hsp70                                                                                        | HSPA8 [Homo sapiens] NP_006588.1                                                 |
| germline2_nurse      | t12608aep | 100204298 | fumarate hydratase, mitochondrial-like                                                       | FH [Homo sapiens] NP_000134.2                                                    |
| i_female germline1   | t12818aep | 100211523 | ELAV-like protein 3                                                                          | ELAVL3 [Homo sapiens] XP_024307178.1                                             |
|                      | t9539aep  | 100209541 | very-long-chain enoyl-CoA reductase-like                                                     | TECR [Homo sapiens] XP_024307558.1                                               |
|                      | t24294aep | 100208612 | Uncharacterized                                                                              | /                                                                                |
| i_male germline      | t4609aep  | 100214281 | NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 6-like                            | NDUFA6 [Homo sapiens] NP_002481.3                                                |
|                      | t36963aep | 100215790 | peptidyl-prolyl cis-trans isomerase D-like                                                   | PPID [Homo sapiens] NP_005029.1                                                  |
|                      | t29886aep |           | Protein Asterix [Exaiptasia pallida]                                                         | /                                                                                |
|                      | t14411aep | 100208062 | 26S protease regulatory subunit 7                                                            | PSMC1 [Homo sapiens] NP_002793.2                                                 |
| i_zymogen gland cell | t7735aep  | 101240495 | uncharacterized protein C10orf35 homolog                                                     | FAM241B [Homo sapiens] XP_005269663.1                                            |
|                      | t8678aep  | 100192274 | dickkopf-like protein Dlp-2                                                                  | DKK1 [Homo sapiens] NP_036374.1                                                  |
| i_spumous mucous     | t12601aep | 105850171 | Uncharacterized                                                                              | macrophage mannose receptor 1-like [Hydra vulgaris] XP_012565955.1               |
| i_zymogen gland cell | t2549aep  | 100208683 | Uncharacterized                                                                              | /                                                                                |
|                      | t18337aep | 100208251 | chymotrypsin-like elastase family member 3B                                                  | CELA3A [Homo sapiens] NP_005738.4                                                |
| i_spumous mucous     | t16833aep | 101236854 | probable inactive serine/threonine-protein kinase DDB_G0274613                               | galaxin-like [Octopus bimaculoides] XP_014775667.1                               |
| i_nb3                | t28759aep | 105843076 | protein hunchback-like                                                                       | /                                                                                |
|                      | t31474aep |           | /                                                                                            | /                                                                                |
| i_nb2                | t6076aep  | 101235787 | zonadhesin-like                                                                              | IGFBP2 [Homo sapiens] NP_000588.3                                                |
|                      | t36424aep |           | universal stress protein A-like protein                                                      | /                                                                                |
| i_nb1                | t9542aep  | 100208570 | coiled-coil domain-containing protein 47-like                                                | coiled-coil domain-containing protein 47 [Nematostella vectensis] XP_001635664.1 |
| i_nematocyte         | t20281aep | 100201793 | probable Bax inhibitor 1                                                                     | TMBIM6 [Homo sapiens] NP_001092046.1                                             |
|                      | t26342aep | 100211366 | charged multivesicular body protein 4c-like                                                  | CHMP4C [Homo sapiens] NP_689497.1                                                |
|                      | t12987aep | 100199474 | protein FAM49B-like                                                                          | FAM49A [Homo sapiens] NP_110424.1                                                |
|                      | t49aep    |           | predicted protein [Nematostella vectensis]                                                   | /                                                                                |
|                      | t14606aep | 100204791 | >gil156226719 gb EDO47527.1 feline leukemia virus subgroup C receptor-related protein 1-like | FLVCR2 [Homo sapiens] NP_060261.2                                                |
| i_neuron progenitor  | t1704aep  | 100212336 | 14-3-3 protein gamma-like                                                                    | YWHAG [Homo sapiens] NP_036611.2                                                 |
| i_neuron ec          | t605aep   |           | /                                                                                            | /                                                                                |
|                      | t16657aep | 100213338 | pol-RFamide neuropeptides-like                                                               | /                                                                                |
|                      | t12724aep |           | Gs protein alpha subunit [Tripedalia cystophora]                                             | /                                                                                |

|                              |           |           |                                                                |                                                                                              |
|------------------------------|-----------|-----------|----------------------------------------------------------------|----------------------------------------------------------------------------------------------|
|                              | t11848aep | 100211830 | ubiquilin-1-like                                               | UBQLN1 [Homo sapiens] NP_038466.2                                                            |
|                              | t33270aep | 100209415 | probable serine/threonine-<br>protein kinase<br>DDB_G0268642   | EIF2AK4 [Homo sapiens]<br>NP_001013725.2                                                     |
| i_neuron/gland<br>progentior | t15889aep | 100203250 | ATPase inhibitor A,<br>mitochondrial-like                      | bromodomain-containing protein<br>DDB_G0280777-like [Octopus<br>bimaculoides] XP_014776060.1 |
|                              | t3951aep  | 100211845 | histidine--tRNA ligase,<br>cytoplasmic-like                    | HARS [Homo sapiens] NP_002100.2                                                              |
|                              | t4973aep  | 100207258 | mediator of RNA polymerase II<br>transcription subunit 22-like | MED22 [Homo sapiens] NP_598395.1                                                             |
|                              | t12704aep | 100210427 | 26S protease regulatory<br>subunit 6A-B-like                   | PSMC [Homo sapiens]<br>XP_016873515.1                                                        |

**Table S4. List of EV transcripts subclustered according to unique cell type expression**

The 5 top genes in each cell cluster are shown

| Gene ID   | Gene ID (NCBI) | Gene name                                                          | Lineage                          | Cell type                                                                          | Anatomical region   | Homology (OrthoDB)                                                     |
|-----------|----------------|--------------------------------------------------------------------|----------------------------------|------------------------------------------------------------------------------------|---------------------|------------------------------------------------------------------------|
| t30823aep | /              | /                                                                  | Ectoderm                         | Ec_basal_disk,<br>Ec_battery_cell,<br>Ec_head,<br>Ec_stem_cell                     | Head, Body,<br>Foot | /                                                                      |
| t1568aep  | 100197360      | branched-chain-amino-acid aminotransferase, cytosolic-like         | Interstitial                     | i_nb, i_SC, i_stem cell/progenitor                                                 | Body                | BCAT2 [Homo sapiens]<br>NP_001181.2                                    |
| t8317aep  | /              | /                                                                  | Ectoderm                         | Ec_basal_disk,<br>Ec_battery_cell,<br>Ec_head, Ec_stem cell                        | Head, Body,<br>Foot | /                                                                      |
| t273aep   | 105847469      | Uncharacterized                                                    | Endoderm, Interstitial           | En_tentacle, i_male germline                                                       | Tentacle, Body      | AF4/FMR2 family member 4-like [Octopus bimaculoides]<br>XP_014773896.1 |
| t1932aep  | 100205747      | eukaryotic translation initiation factor 4E-binding protein 3-like | Interstitial                     | i_female germline, i_SC, i_stem_cell/progenitor                                    | Body                | EIF4EBP1 [Homo sapiens]<br>NP_004086.1                                 |
| t35773aep | 100205436      | soma ferritin-like                                                 | Ectoderm, Endoderm, Interstitial | Ec_battery cell, Ec_head, Ec_stem cell, En_tent-nem(pd), i_nematocyte, i_neuron_ec | Head, Body          | FTH1 [Homo sapiens]<br>NP_002023.2                                     |
| t8678aep  | 100192274      | Dickkopf 1/2/4-A                                                   | Interstitial                     | i_zimogen gland cell                                                               | Body                | DKK1 [Homo sapiens]<br>NP_036374.1                                     |
| t29320aep | /              | /                                                                  | Ectoderm                         | Ec_battery cell, Ec_head, Ec_stem cell                                             | Head, Body          | /                                                                      |
| t11116aep | 100202036      | actin, non-muscle 6.2-like                                         | Ectoderm                         | Ec_battery_cell2(mp)                                                               | Tentacle            | POTEI [Homo sapiens]<br>XP_016860221.1                                 |
| t15818aep | 101240323      | neuroblast differentiation-associated protein AHNAK                | Ectoderm, Endoderm               | Ec_basal disk, Ec_battery_cell, Ec_head, Ec_stem_cell, En_tent-nem(pd)             | Head, Body, Foot    | AHNAK [Homo sapiens]<br>NP_001333375.1                                 |

**Table S5.** List of top ten EV transcripts matching the scRNA-seq atlas

How the deposited data were processed for this re-analysis (not part of the article)

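RNA from EVs, isolated by differential centrifugation from the medium of starved *Hydra* polyps, was measured by RNA-seq in 2 libraries of 1 condition, called library A and library B. The authors treated the vesicles with proteinase K and RNase A, extracted total RNA, had libraries made with the Ovation SoLo system and sequenced from both ends, and trimmed the reads with TrimGalore!, removing adapters, low-quality bases and short reads. They then quantified the reads with kallisto on the transcript sequences of the NCBI assembly Hydra_RP_1.0; the paper's text does not name the version. For each library the authors deposited the estimated counts, the TPM, the length and the effective length of 25314 targets. The deposited estimated counts are not normalized, and reads shared between targets were split by kallisto's model. The deposited TPM values are scaled to the same sum over all targets of each library, so they depend on the few targets that took most of the reads. Counts summed to 5943550.5 and 3943873. The paper also quantified the reads on the transcriptome of a single-cell atlas; those values were read only from the given part of the supplementary file and are the paper's.

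Nothing was normalized again. A target was called detected at 0.4 TPM or more in at least 1 library, as in the paper. The design called for sums over the transcripts of a gene where the files pair them; the deposited tables do not, so listed targets were counted. Classes were taken from the way the targets are listed: 21982 as mRNA, 2681 as non-coding RNA, 395 as tRNA, 12 as miRNA, 14 as mitochondrial genes or ribosomal RNA, and 230 as other entries. The design asked for a split by biotype where a table pairs the identifiers with biotypes. The supplementary gene list does so only for the genes given, of which 927 of 927 single mRNA targets were protein-coding and 159 of 168 single non-coding targets were lncRNA, so the listed classes were used for all targets. None of the 12 miRNA targets had a count.

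Gene names came from the supplementary gene list, of which 1264 genes were given. The list holds no target identifiers, so each gene was matched by its pair of TPM values. A single target with the same pair was found for 1112 genes, the sum over tRNA copies of one name for 31, and a run of up to 6 adjacent targets whose TPM sum to the pair for 93. The remaining 28 genes were not matched and are not used here. The gene annotation of the assembly HydraT2T_AEP, another assembly than that of the transcripts, was used only for names and neighbours: 66 target accessions and 738 of 1205 gene identifiers matched, and none of its coordinates are given. Most genes named in the text follow a rule: every gene that the paper names in its RNA-seq results, Table 2 and Supplementary Tables S4 and S5 and that could be matched, the 10 targets with the highest mean TPM, and the 10 with the largest difference in log2(TPM + 0.1) between the libraries among those with at least 10 estimated counts in both. The genes of Supplementary Tables S4 and S5 are given as counts and are not all named. Genes named outside the rule, LOC100198082, LOC100202765, LOC100202388, LOC100205782 and LOC100212701, were chosen after their values were seen. The gene groups of the text were selected by words of the descriptions in the given part of the supplementary list, so less abundant members can be missing. Of the 64 genes of Supplementary Tables S4 and S5, 26 were identified, all through the supplementary list of detected genes, so that their detection is no finding. They had mean TPM between 1.08 and 69.5.

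The number of targets detected in both libraries was compared with 100 pairs of libraries drawn from the pooled composition at the real totals. The libraries were compared by Pearson and Spearman correlation on log2(TPM + 0.1) across targets, with an interval from the Fisher transformation, and by a chi-square test of the rounded counts. Further draws kept the real total of each of 15 classes of targets in each library. The genes of the EV proteins were compared with 10000 random lists, and the mitochondrial targets with 10000 lists of mRNA targets matched on mean TPM. There was 1 condition, so no test between groups was made and no differential expression tool was used. Intervals for shares of a library are Wilson intervals at 95%, and the floor of a library is 3 counts. The alternatives were thresholds of 0.2 and 1 TPM, detection in both libraries, at least 3 or 10 estimated counts in the same library, TPM rescaled after leaving out the 5 most abundant targets and 1 ribosomal RNA target, a pseudocount of 1, other sets of targets, and each library left out in turn. The drawing of libraries, the random and matched lists and the correlation were tested on simulated data, and the matching of genes to targets by TPM was not. The log2 ratio of TPM between the libraries was tested on simulated libraries too, by a limit on its size used only there: 76 of 76 genes with a large simulated change passed it in the right direction, and 0 of 77 unchanged genes passed it. The simulated genes had high expected counts and noise from the sampling of reads only, so this result says nothing about genes with few counts. In the deposited data the ratio only describes the libraries, and no gene was called changed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.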

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

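The tests in this part were chosen only after the results were seen. The 5 most abundant targets, which the paper does not discuss, took 97.04% of the estimated counts in library A and 98.68% in library B, far above the smallest share the depth can show. Reads shared between targets were weighed as an explanation. The estimated counts of 3 of the 5 targets carry fractions. The other 2 hold 93.5% of the counts of these targets, and their counts are printed with too few digits for a fraction to be seen, so shared reads cannot be told apart from reads of these targets alone. Whether the 2 most abundant targets, LOC105849895 and LOC105850674, are ribosomal RNA could not be examined without their sequences. The same holds for the other 3 of the 5. Only lsu-rRNA was left out as ribosomal RNA in the rescaled setting. A library with few RNA molecules, or RNA of another organism, was not tested. No biological explanation was tested, since the design has 1 condition.

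The 14 targets that name mitochondrial genes or the large subunit ribosomal RNA, which the paper does not discuss either, held 7949 estimated counts in library A and 174 in library B. Not included are 2 entries without a gene name that are listed among them, with 7209.5 and 149 estimated counts in all. The shares of the 14 targets were 0.134% (95% Wilson interval 0.131 to 0.137) and 0.00441% (0.00380 to 0.00512). Of 1064 mRNA targets with at least 20 counts over both libraries, 1030 were lower in library B, so a drop common to all targets of like abundance was tested. The 9 mitochondrial targets with at least 20 counts over both libraries had a ratio of summed counts, library B to library A, of 0.0220. Most of these counts were of lsu-rRNA, with 5824 in library A and 159 in library B. The ratio and its comparison with mRNA targets thus rest mostly on 1 ribosomal RNA target. The next, *COX1*, had 1685 and 11 counts. None of 10000 lists of mRNA targets matched on mean TPM had a ratio as low (0 lists, the lowest at 0.0352 and the median at 0.304). Targets of like abundance include some with fractional counts and no drop, such as sulfite oxidase, which raise the ratio of such lists. The lists therefore do not stand for the common drop alone. The mRNA targets with whole counts had a ratio of 0.107, which is lower than that median but still above 0.0220. The median log2 ratio of the 9 targets was -5.41, below all the lists as well, but 5 of the 9 had 0 counts in library B, so that the pseudocount sets this median and it shows no measured drop. Sampling noise of few counts was tested by the summed count. The drop of the mRNA targets with whole counts predicted 848 counts in library B, 4.87 times the number observed. RNA from cells or cell debris, present in unequal amounts in the preparations, was not tested, and the data hold no sample that would show it. No biological explanation was tested.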

How the results depend on the processing

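The alternatives were set before the data were examined, except the sums over transcripts and over tRNA copies, which were chosen after seeing the data. The cause of the changes was not tested unless a cause is named.

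The number of detected targets depended on the threshold and on the rule for libraries. At 0.2 TPM it rose from 6412 to 9725 (mRNA 5552 to 8769), and at 1 TPM it was 2789 (mRNA 2202, non-coding RNA 329). In both libraries 1076 targets were detected (mRNA 823, non-coding RNA 76, tRNA 167). With at least 3 estimated counts in the same library the non-coding RNAs fell from 563 to 214 and the tRNAs from 253 to 62, while the totals stayed within 1.5 times. With at least 10, 2032 targets were left (mRNA 1954, non-coding RNA 56, tRNA 1). After leaving out ribosomal RNA and the 5 most abundant targets and rescaling, 12931 targets passed (mRNA 11938). Leaving out each library in turn gave from 1305 to 6183 targets (mRNA 1014 to 5361, non-coding RNA 90 to 549, tRNA 190 to 230), where the lower value comes without library A. Summing the transcripts of matched genes gave 6105, and summing tRNA copies of one name gave 31 tRNAs.

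Of the 5 Wnt pathway genes, 2 were detected in both libraries, and 2 with at least 10 estimated counts. Leaving out each library gave from 2 to 5. The number of transcripts of EV proteins, 29, was 20 in both libraries and ranged from 20 to 29 with each library left out. The thresholds, count minimums and rescaling could not change it, as all 29 had at least 2.35 TPM and 14 estimated counts in library A. The lowest level of the RT-PCR genes rose from 0.452 to 15.5 TPM after rescaling and ranged from 0.153 to 0.452 TPM with each library left out. The median level of the Wnt pathway genes rose from 2.09 to 70.3 TPM after rescaling and ranged from 0.359 to 1.84 TPM. Rescaling raises every remaining target of a library by one factor, which is the cause of both rises. The share of the 10 most abundant targets fell from 98.5% to 51.1% after rescaling, was 98.6% of estimated counts, and ranged from 97.9% to 99.1% with each library left out.

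The Pearson r of the libraries, 0.586, was 0.757 with a pseudocount of 1, 0.568 over all targets with any count, 0.886 over targets with at least 10 estimated counts in both libraries and 0.551 without the most abundant targets and ribosomal RNA. The targets detected in both libraries numbered 563 at 1 TPM and 2991 after rescaling, in each case below all 100 draws. The targets detected on under 3 counts in every library, 1440, were 182 with under 1 count and 4380 with under 10, and at 1 TPM 378. The levels of single genes, the other listed entries and Spearman's rho gave 30 further comparisons, of which 13 were labelled as moved, 8 upwards and 5 downwards. For the levels of single genes, no change on leaving out a library received this label, which does not show that they were stable. Without library A, *HAS-7* fell from 2.09 to 0 TPM, *β-catenin* from 0.994 to 0.153 TPM and *actin* from 69.5 to 24.9 TPM. Only *Dlp-1* rose, from 2.18 to 2.67 TPM.

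Depth limits detection near the threshold, more so in library B. On an mRNA of median length 3 counts correspond to 0.417 TPM in library A and 0.662 TPM in library B, each above the threshold. Lower depth alone did not account for the 1076 shared targets, as draws at the real totals shared 2992 to 3145. The 7 alternatives for the cell lineage of EV transcripts were not run, as the deposited values are of NCBI targets and not of atlas transcripts. Sums per gene were run only for genes matched to the supplementary list, so full gene level counts against transcript level counts were not run. No paired analysis was possible because both libraries belong to 1 group.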

Differences from the paper's values

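The paper reports 31 tRNA genes, while 253 listed tRNA targets were at 0.4 TPM or more in at least 1 library. None of the alternatives set before the data were examined closed the gap: the number was 253 at 0.2 TPM, 233 at 1 TPM, 167 in both libraries, 62 with at least 3 and 1 with at least 10 estimated counts in the same library, 253 after rescaling, and 190 and 230 with each library left out. With tRNA copies of one name summed, an alternative chosen after seeing the values, the number was 31. The supplementary gene list holds 31 tRNA names whose TPM equal the sums over the copies. The paper's number thus counts names and not copies, so the gap is one of unit.

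The other values lay within 1.5 times of the paper's. For the paper's 6100 detected genes the number was 6412 targets, and 6105 with the transcripts of matched genes summed, an alternative chosen after seeing the values. The paper's 5499 protein-coding and 525 long non-coding genes stand beside 5552 mRNA and 563 non-coding RNA targets, and its 0.4 TPM threshold beside the 0.452 TPM of *Wnt3*.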

Other observations

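The tests of the overlap with draws from one composition were chosen before their result was seen, and the remaining tests of this part only after it. The libraries shared 1076 detected targets. If the lower depth of library B were the cause, draws from one pooled composition at the real totals would share as few, but 0 of 100 draws did (2992 to 3145 targets). A few targets taking most of the counts was tested by leaving out the 5 most abundant targets and rescaling, and again 0 of 100 draws shared as few as the 2991 observed (6291 to 6450), but abundant targets remain after this step and the explanation stays open. Both sets of draws give the libraries one composition. A lower mRNA content of library B was therefore tested with draws in which each of 15 classes of targets, by kind and by whole or fractional counts, had its real total in each library. The overlap of these draws fell to between 1442 and 1548 targets, and 0 of 100 were as low as observed. The class totals, lower mRNA content included, thus account for part of the distance to the draws from one composition, but not for all of it. Other differences in composition between the preparations, and reads of PCR copies, which make counts less independent than draws assume, were not tested.

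Among 1064 mRNA targets with at least 20 counts over both libraries, 1030 had a lower TPM in library B, with a median log2 ratio of -2.78. The first explanation tested was a few targets taking most of the counts. Leaving out the 5 most abundant targets and ribosomal RNA and rescaling raises the log2 ratio of each remaining target by 0.35, which gives a median of -2.43. With the pseudocount left at 0.1 on the larger scale the median was -3.06, a value that the pseudocount moves and that shows no shift. The 10 most abundant remaining targets still held 36.6% of the rescaled TPM in library A and 65.6% in library B, so the test did not remove the explanation. Leaving out more targets raised the median of the 966 mRNA targets outside the 200 most abundant to -1.77 with 10 left out, -1.25 with 50, -0.73 with 100 and -0.47 with 200. Rescaling over fewer targets also centres the rest near 0 whatever the cause, so the drop cannot be told apart from abundant targets taking a larger share of library B. Of the counts outside the 5 most abundant targets, mRNA held 81.0% in library A and 67.1% in library B, a far smaller difference than the median per target. However, LOC100208569 alone, with fractional counts, held 11819 of these 142638 mRNA counts in library A and 12586 of 34881 in library B. The share of the class therefore says little about most mRNA targets. Transcript length did not account for the drop, with a Spearman rho of -0.11 between the log2 ratio and length over 806 targets with whole counts. The number of polyps, the preparation and the library batch cannot be told apart here, and no biological explanation was tested. The targets with at least 10 counts in both libraries that differed most were *COX1*, with 1685 and 11 estimated counts (log2 ratio -6.51), an entry without a gene name listed among the mitochondrial genes (-4.93) and lsu-rRNA (-4.52). LOC100210856 (-4.40), LOC105844163 (-4.27), the mucin-5AC-like LOC105848110 and a transcript of elongation factor 1-alpha (-4.26 each) followed. Then came filamin-A-like LOC100206373 (-4.18), protocadherin Fat 1 (-3.97) and dystonin-like LOC100209298 (-3.97), and all of these were lower in library B. The value of elongation factor 1-alpha depends on the split of reads in library B. Its adjacent target went from 0 counts in library A to 33.4 in library B. Summed over both targets, the log2 ratio of the gene was -3.18.

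Without this drop were 48 of the 1064 mRNA targets, with a log2 ratio above -0.5, most of them higher in library B. Reads shared between targets are a candidate explanation. The share without a drop was 11.2% (29 of 258) among targets with fractional counts and 2.36% (19 of 806) among those with whole counts, 4.77 times as high. Abundance of the targets with shared reads did not account for the difference, since among targets with 20 to 100 counts the shares, 6.12% and 1.91%, still differed 3.21 times. Sulfite oxidase (93.1 and 110 TPM), ELMO domain-containing protein 2-like LOC100208569 (1741 and 2948 TPM) and glia maturation factor beta-like LOC100212984 (684 and 763 TPM) are among those with fractional counts. LOC100208569 and LOC100212984 belong to the 10 most abundant targets. Their levels may therefore include reads of other, more abundant targets, which is a hypothesis. The 19 such targets with whole counts, such as sulfatase-modifying factor 1-like LOC100198082 with 276 and 344 counts, are not covered by it. This gene was chosen after its values were seen.

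Requiring at least 3 estimated counts in the same library removed 75.5% of the 253 detected tRNA targets but 16.0% of the 5552 mRNA targets. The short effective length of tRNA targets raises their TPM per count by definition, so this share is no test of it. The splitting of reads over identical copies is another candidate, with 153 of the tRNA targets under 1 count in every library. Summing the copies of one name removes this splitting and keeps the short length. With copies summed, 21 of the 31 detected tRNA names had at least 3 counts in a library. Spreading of reads over copies thus accounts for part of the loss, and the part due to short length was not measured. The tRNA targets had 414 and 402 estimated counts in all.

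The paper's table of atlas transcripts gives *dkk1/2/4* (t8678aep) 45.1 and 55.7 TPM and rank 40, a mean of 50.4 TPM, while the NCBI target of the gene had a mean of 4.02 TPM. A different scale of the references was tested on 26 other genes with both values. Their ratios of atlas to NCBI mean TPM ranged from 0.139 to 2.45 with a median of 0.437, and none was as high as the 12.5 of *dkk1/2/4*, so scale alone did not account for it. On the atlas transcript the log2 ratio of the libraries was 0.30, nearer to the 0.49 of the most abundant NCBI target than to the median of -2.53 over 928 atlas transcripts, and on the NCBI target it was -1.44. Reads on the atlas transcript that follow the most abundant targets therefore cannot be excluded, nor told apart from a longer or different gene model in the atlas, which was not tested.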
